# Genome-Wide Expression of Transcriptomes and Their Co-Expression Pattern in Subtropical Maize (*Zea mays* L.) under Waterlogging Stress

**DOI:** 10.1371/journal.pone.0070433

**Published:** 2013-08-06

**Authors:** Nepolean Thirunavukkarasu, Firoz Hossain, Sweta Mohan, Kaliyugam Shiriga, Swati Mittal, Rinku Sharma, Rita Kumari Singh, Hari Shankar Gupta

## Abstract

Waterlogging causes extensive damage to maize crops in tropical and subtropical regions. The identification of tolerance genes and their interactions at the molecular level will be helpful to engineer tolerant genotypes. A whole-genome transcriptome assay revealed the specific role of genes in response to waterlogging stress in susceptible and tolerant genotypes. Genes involved in the synthesis of ethylene and auxin, cell wall metabolism, activation of G-proteins and formation of aerenchyma and adventitious roots, were upregulated in the tolerant genotype. Many transcription factors, particularly ERFs, MYB, HSPs, MAPK, and LOB-domain protein were involved in regulation of these traits. Genes responsible for scavenging of ROS generated under stress were expressed along with those involved in carbohydrate metabolism. The physical locations of 21 genes expressed in the tolerant genotype were found to correspond with the marker intervals of known QTLs responsible for development of adaptive traits. Among the candidate genes, most showed synteny with genes of sorghum and foxtail millet. Co-expression analysis of 528 microarray samples including 16 samples from the present study generated seven functional modules each in the two genotypes, with differing characteristics. In the tolerant genotype, stress genes were co-expressed along with peroxidase and fermentation pathway genes.

## Introduction

In south and southeast Asia, approximately 18% of the land on which maize is grown is severely affected by floods; in India, 25%–30% of the production is lost annually for the same reason [1]. The plants wilt within a few hours to 2–4 days after exposure to flooding [2]. Stomatal closure and the humid environment lead to impaired root hydraulic conductivity [3]. Reduced edaphic components (Mn^2+^, Fe^2+^, S^2−^), volatile lower organic acids (propionic and butyric), and gases such as ammonia, carbon dioxide, ethylene, hydrogen sulfide, and methane [4] accumulate in waterlogged soils and damage roots. Reduced availability of oxygen in the rhizosphere severely constrains the plants’ capacity to produce ATP by mitochondrial oxidative phosphorylation, given that oxygen is the terminal electron acceptor [5]. Efficient uptake of such essential macronutrients as nitrogen, phosphorus, and potassium is affected by the reduced availability of ATP; carbohydrate reserves are depleted [6]; and the activities of enzymes that take part in the TCA cycle also decrease [7].

In response, plants employ alternative mechanisms such as glycolysis to generate ATP and ethanolic fermentation to produce the NAD^+^ required for sustaining the EMP pathway [8]. A set of anaerobic peptides including aldolase, enolase, glucose-6-phosphate isomerase, glyceraldehyde-3-phosphate dehydrogenase, sucrose synthase, and alcohol dehydrogenase have been identified as being selectively induced under hypoxia in maize [9]. The expression levels of a zinc finger-like protein, SKP1/ASK1-like protein, and 20S proteasome subunit α-3 increased markedly after 2 h of minimal oxygen supply [10]. A low oxygen-sensing N-end rule proteolytic pathway [11] and a gene, *Sicyp51*, believed to confer tolerance to hypoxia were identified recently [12]. SNORKEL1 and 2 in rice and MYB, and AP2/ERF transcription factors (RAP2.12, HRE1) in *Arabidopsis* [13]–[15] were found to regulate gene expression under low oxygen. Early studies in maize focused on the role of the ethylene-induced *XET* in aerenchyma formation in the cortical region of roots [16]. Calcium-dependent cysteine proteases have been implicated in the death of the maize primary root tip [17] and the G-box binding factor GBF1 in inducing *ADH1* promoter [18].

The availability of sequence information has facilitated research beyond transcriptomics toward proteomics and interactomics [19], [20]. Significant associations in the form of functional gene clusters may imply transcriptional coordination of genes [21]. The alignment of networks from different species has revealed evolutionarily conserved patterns [22]. The co-expression network approach has identified candidate genes for glucosinolate accumulation in *Arabidopsis* [23] while expediting the process of discovery of new genes [24]. The approach can retrieve information about genes with functions that are not known yet, whereas differential co-expression analysis can uncover the steps involved in metabolic pathways [25].

In the present study, a whole-genome transcriptome assay was performed at three stages of waterlogging stress in subtropical maize genotypes to (1) study the expression pattern of transcriptomes in genotypes tolerant and susceptible to waterlogging, and identify the roles of differentially expressed genes (DEGs) in important pathways that underlie the adaptive traits; (2) co-map the bin locations of the transcriptomes with already known QTLs for waterlogging and find synteny with other species; (3) generate gene co-expression networks to explore cohorts of genes expressed together in modules and functional clusters, while comparing the two contrasting genotypes.

## Materials and Methods

### Stress Treatment

Two subtropical maize (*Zea mays* L.) inbred lines, HKI 1105 (tolerant to waterlogging stress) and V 372 (susceptible to waterlogging stress), were sown in 35 cm tall plastic pots filled with sandy loam soil (Figure 1). The plants were watered daily to field capacity until the 28th day after sowing, after which they were subjected to stress, in the form of waterlogging, for a standardized duration of seven days, based on the observation that seven days of waterlogging causes adequate stress to maize plants [26]–[28]. Waterlogging was ensured by sealing the drainage holes at the bottom of the pots and maintaining 5 cm of standing water. Root samples were collected on 28, 32 and 35 days after sowing, which represented the control, moderate stress and severe stress, respectively. To allow the plants to recover from stress, the seal was removed on the 42^nd^ day after sowing (post stress recovery) so that excess water could drain out freely and subsequently root sample was collected from the recovered plants.

**Figure 1:**
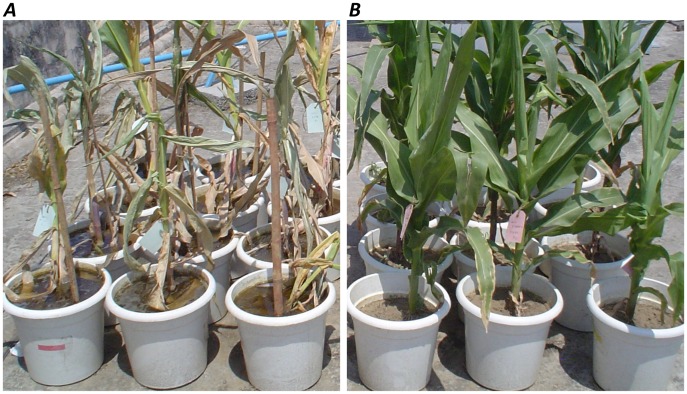
Response of genotypes to control and severe stages of the waterlogging stress. (*A*) Represents severe stress stage of HKI 1105 (first two rows) and V 372 (last two rows), and (*B*) Represents control stage of HKI 1105 (first two rows) and V 372 (last two rows).

### Isolation, Labeling, and Hybridization of RNA

Total RNA was isolated and purified from root samples (50 mg each) using the RNeasy mini kit (Qiagen, Hilden, North Rhine-Westphalia, Germany) after grinding the tissues in liquid nitrogen, following the manufacturer’s guidelines. Total RNA was checked for quantity and quality using a NanoDrop 1000 spectrophotometer (Thermo Scientific, Wilmington, Delaware, USA) and denaturing agarose gel electrophoresis, respectively. Affymetrix GeneChip Maize Genome Array (Affymetrix Inc., Santa Clara, California, USA) representing 13339 genes was used for the microarray experiment. Approximately 300 ng of total RNA was biotin-labeled for GeneChip analysis and 10 µg of purified fragmented cRNA was used for hybridization. Hybridization, washing, and scanning were performed as described in the GeneChip standard protocol (3′-IVT Express kit user’s manual). Two technical replicates of each sample were taken to test both the reproducibility and quality of chip hybridization.

### Microarray Normalization and Data Analysis

Through the GeneChip operating software (GCOS, Affymetrix GeneChip operating software with autoloader, ver. 1.4, manual), CEL files were generated after scanning. The data was submitted to the NCBI GEO (Gene Expression Omnibus) (www.ncbi.nlm.nih.gov/geo) database (accession # GSE43088). The raw CEL files containing probe intensities from 16 chips were imported into the R platform using *affy* package [29]. The GeneChip Robust Multiarray Average (GCRMA) algorithm was used for background correction, normalization, and probe set summarization [30]. Linear modeling of microarray data and identification of DEGs was performed with *limma* package [31]. It computes moderated t-statistics and log-odds of differential expression by empirical Bayes shrinkage of the standard errors toward a common value. Probe sets having a *p* value of ≤0.001 and ≥fivefold change were considered differentially expressed under waterlogging with respect to the control and were computationally annotated using Blast2GO 1.3.3 [32]. Only plant-specific annotations were taken into account. Pathway visualization for moderate and severe stress stage transcripts was performed using MapMan [33].

### Construction of Co-expression Networks

Co-expression networks were created using 511 samples obtained from NCBI GEO, 64 from EBI ArrayExpress Archive, and 16 from in-house waterlogging microarray data (platform accession number GPL4032, Table S1 in File S1). All 591 samples were RMA-normalized with the *affy* package, and outliers were identified using three statistical tests provided by the Bioconductor package arrayQualityMetrics. Sixty-three samples failed at least one test and were discarded, and the remaining 528 samples were considered for network construction. To generate a co-expression network specific to waterlogging, the data subsets were restricted to genes that were differentially expressed in the in-house microarray experimental data. The differentially expressed probe sets were mapped to maize loci using maize B73 (ver. 5b.60) gene models (www.maizesequence.org). Probe sets that matched multiple genes as well as those that were redundantly mapped to a single gene were removed, and the retained probe sets were uniquely mapped to maize genes.

Finally, for network analysis, two data subsets were generated: for DEGs from the tolerant and from the susceptible genotype. Pairwise Pearson correlations were calculated for DEGs across all the samples to generate similarity matrices for the subsets. Next, the similarity matrices were converted to adjacency matrices using weighted gene correlation network analysis (WGCNA) by raising them to the power (β) that best approximates scale-free behavior of the resultant networks. The values for the soft threshold (β) were 10 and 16 for the subsets for the tolerant and susceptible genotypes, respectively. Topological overlap matrix (TOM) similarities were calculated from the adjacency matrices and were then used to calculate consensus dissimilarity. The latter was used as the input in average-linkage hierarchical clustering, and the minimum module size was set to 30. A dynamic tree cut algorithm was used to identify the branches of the resulting dendrogram. The eigengenes in each of the data subsets were calculated to determine whether some of the initial consensus modules should be merged. A “minimum consensus similarity” matrix was calculated as the minimum of the dataset eigengene correlation matrices, which was expressed as dissimilarity by subtraction from one and used as the input for average-linkage hierarchical clustering. In the resulting dendrogram, the modules on branches with a merging height of <0.2 were merged. Such branches corresponded to modules having eigengenes with a correlation of 0.8 or higher. This procedure finally produced seven consensus modules for each data subset. For each network module, a functional enrichment test based on Fisher’s exact test (*p* value <0.1) was performed against the genome background using DAVID online [34]. The modules were subdivided into functional clusters using pairwise *k* statistics between all genes.

### Colocalization with QTLs

The bin locations of 662 genes that were expressed exclusively during stress (but not during recovery) in the tolerant genotype were retrieved by querying against the maize genome database (www.maizegdb.org). The locations of the genes were then matched against QTLs of aerenchyma and adventitious root formation. A cross-species sequence similarity analysis was performed across five additional species: sorghum (http://www.phytozome.net/cgi-bin/gbrowse/sorghum/), foxtail millet (http://www.phytozome.net/cgi-bin/gbrowse/foxtail/), Brachypodium (http://www.phytozome.net/cgi-bin/gbrowse/brachy/), rice (http://www.plexdb.org/modules/MGI/), and *Arabidopsis* (http://www.plexdb.org/modules/MGI/) to identify the synteny of the colocalized genes.

### qRT-PCR Analysis

The microarray expression data were validated using two-step qRT-PCR (Agilent Technologies, Santa Clara, California, USA). First-strand cDNA was synthesized from 250 ng of total RNA using an Affinity Script qRT-PCR cDNA synthesis kit (Stratagene, Agilent Technologies). With the help of IDT software (http://eu.idtdna.com), gene-specific primers were designed (Table S2 in File S1). The subsequent reaction was performed using Stratagene MX3005P (Agilent Technologies). The conditions were as follows: 10 min at 95°C (preheating), followed by 40 cycles of amplification with denaturation for 30 s at 60°C, primer annealing for 1 min at 58°C, and primer extension for 30 s at 72°C.

### Root Section Analysis

Fresh root segments were collected on the sampling days (days 28, 32, 35, and 42 after sowing). Thin sections were prepared without mounting in wax [35]. The sections were observed through a Leica M205FA microscope (Leica Microsystems, Wetzlar, Hesse, Germany). The images were captured with an inbuilt camera (DFC425C).

## Results

### Gene Expression

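Root RNA of waterlogged maize, from the tolerant HKI1105 and the susceptible V-372, was hybridized to the Affymetrix GeneChip Maize Genome Array, which measures each transcript with one or more sets of short probes. Each line was sampled 28 days after sowing (control), after 4 days of waterlogging (day 32, moderate stress), after 7 days (day 35, severe stress) and on day 42 (recovery), with 2 arrays per group, in 8 groups and 16 arrays. The sample labels place the sealing of the pots on day 29 and the drainage on day 35, where the paper's text gives days 28 and 42. Unstressed roots were sampled on day 28 alone, so that stage and plant age change together. The labels call the 2 arrays of a group biological replicates and the paper calls them technical replicates, and the p-values measure only the spread between arrays. The values analysed are the GCRMA values of the authors on the log2 scale for 17734 probe sets, of which 113 are Affymetrix controls. Their median is 7.1, and 25.6% of them lie within 0.02 of the lowest value, the floor left by the background correction. Between 67.1% (V-372 control) and 68.4% (V-372 severe stress) of the probe sets lay more than 1 log2 unit above the floor. The median over an array was 6.95 in the HKI1105 control arrays and 7.08 to 7.17 in the other groups, and the values were used without further scaling. Arrays of one group correlated at 0.996 (HKI1105 control) to 0.999. The Euclidean distance of the group means was 150.7 to 243.9 between the HKI1105 control and every other group, and 97.77 to 149.2 between the waterlogged and recovered groups of HKI1105. The V-372 severe stress group lay 178.5 to 243.9 from all others. A linear model with one mean per group was fitted to the 16 arrays with limma, and each stage was compared with the control of its own genotype. A probe set is called up or down at p ≤ 0.001 and a change of 5 times or more, the thresholds of the paper; a single gene or a member of a gene list rose or fell where its Benjamini-Hochberg adjusted p over all probe sets was under 0.05. The response of HKI1105 minus that of V-372 was tested as an interaction in the same model. Before the data were examined, 40 lists of genes were fixed, of which 35 had at least 1 probe set and 29 had at least 3. These 29 were tested as sets with camera of limma (preset correlation 0.01), adjusted over lists and comparisons. The comparison between the controls was adjusted apart from the others, over its 29 lists. A gene could be named for 1553 of the probe sets. The number of arrays limits the precision of every value.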

The extent of hybridization of the cDNA with probe sets on the chip was 67%−75%. 

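At the paper's threshold of 0.001 in limma and no fold threshold, 3586 probe sets were higher and 3584 lower at moderate stress than in the control of HKI1105, and 1649 and 2053 in V-372. At a threshold of 0.0001 these numbers were 2932 and 2799 in HKI1105 and 1217 and 1299 in V-372, and at 0.01 they were 4387 and 4469, and 2294 and 3091. One of the smallest p-values at moderate stress in HKI1105 belonged to tip2b, an aquaporin of the vacuolar membrane (limma, adjusted p = 2.53e-13, n = 2 arrays per group).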

Genes with statistically significant differential expression in response to waterlogging and post-stress recovery were identified using R. Although the *p* value to be set as a threshold for accepting DEGs was ≤0.001, analysis revealed that the number of genes obtained at this level was close to the average number of genes obtained at ≤0.0001 and ≤0.01 (Table S3 in File S1). 

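Over the 3 stages together, 1277 probe sets were up and 895 down in HKI1105, and 1395 were up and 1069 down in V-372 (7.20%, 5.05%, 7.87% and 6.03% of the 17734 probe sets). The glycine-rich protein gene grp3 rose by 8.57, 8.23 and 8.40 log2 units at moderate stress, severe stress and recovery in HKI1105 (SE 0.18, n = 2 arrays per group; adjusted p = 1.23e-09 at moderate stress), from a level of 2.94 ± 0.50 (SD) in the control. In V-372 its control level was 12.81 ± 0.05, and it changed by -0.53 at moderate stress (adjusted p = 0.0565) and fell by 2.33 on the log2 scale at recovery. A probe set for the hydroxyproline-rich glycoprotein HRGP rose by 9.08 ± 0.09 at moderate stress in HKI1105 and stood at 2.03 to 2.04 in every group of V-372. Among transcription factor genes, bHLH108, of the basic helix-loop-helix family, fell by 10.43 in HKI1105 and by 6.30 on the log2 scale in V-372 at moderate stress (SE 0.03; adjusted p = 3.40e-15 and 2.41e-13). RADIALIS, a MYB-related gene, fell by 9.56 and 5.66 on the log2 scale (SE 0.51; adjusted p = 3.78e-07 and 3.33e-05). The nicotianamine synthase gene nas1, which makes a metal chelator, fell by 6.73 ± 0.02 at each stage in V-372 and lay at the floor in HKI1105. Of the probe sets up at moderate stress in HKI1105 and at severe stress in V-372, 25.2% and 36.1% had a control level within 1 log2 unit of the floor, so that their folds depend on the background level.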

Of the 14850 transcripts interrogated by probe sets on the maize GeneChip, 8% (1188) were upregulated and 6% (891) were downregulated in HKI 1105 (tolerant), whereas 9% (1337) were upregulated and 7% (1040) were downregulated in V 372 (susceptible). However, the total number of genes obtained by summing the number of genes expressed at each stage was higher in HKI 1105. 

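Summed over the 3 stages, the calls came to 4030 in HKI1105 (2322 up and 1708 down) and 3321 in V-372 (1963 and 1358). The cytokinin response regulator gene crr1 fell by 9.10, 6.73 and 4.77 on the log2 scale at moderate stress, severe stress and recovery in HKI1105 (SE 0.20, n = 2 arrays per group; adjusted p = 1.32e-09, 1.30e-08 and 1.53e-07), and by 4.15, 4.51 and 1.25 in V-372. CKX4b, a cytokinin oxidase, fell by 8.47, 6.87 and 6.60 in HKI1105 and by 2.37, 4.40 and 2.65 on the log2 scale in V-372 (SE 0.21). In HKI1105, 345 probe sets were up at all 3 stages; the median change of the same probe sets in V-372 was 0.01, -0.32 and -1.69, and their median level was 4.12 log2 units higher in the control of V-372 than in that of HKI1105. At all 3 stages 156 probe sets were up in V-372, and 110 of them were up in HKI1105 at some stage.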

Comparison of the two genotypes at each stage revealed that when the stress was moderate, only 17% of the genes were differentially regulated in V 372 compared to 46% in HKI 1105 (Figure 2).

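At moderate stress 1049 probe sets were up and 772 down in HKI1105, against 418 and 142 in V-372. These 1821 calls were 45.2% of the calls of HKI1105 summed over the stages, and the 560 of V-372 were 16.9%. By the interaction test, 738 of the 1049 (70.4%) and 529 of the 772 (68.5%) also differed from the response of V-372 by 5 times or more. Up in both genotypes were 206 probe sets (24.7 for independent lists) and down in both were 71 (6.18). The proteinase inhibitor gene sci1 rose in both, by 2.62 in HKI1105 and by 7.39 in V-372 (SE 0.14, n = 2 arrays per group; difference -4.78 ± 0.20, adjusted p = 1.61e-07). The gene dhn2 rose by 4.42 ± 0.08 in HKI1105 and changed by -0.12 in V-372 (adjusted p = 0.337), a difference of 4.54 ± 0.11 (adjusted p = 5.79e-09); its control level was 8.58 in HKI1105 and 11.81 in V-372. Of the probe sets up at this stage in HKI1105, 572 (54.5%) were higher to the same thresholds in the control of V-372 than in the control of HKI1105, and of those down, 384 (49.7%) were lower. For V-372 against the control of HKI1105 these shares were 25.6% and 33.1%. With the controls exchanged between the genotypes, a comparison added after seeing the data, the counts at moderate stress were 641 and 412 in HKI1105 and 1030 and 796 in V-372.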

**Figure 2:**
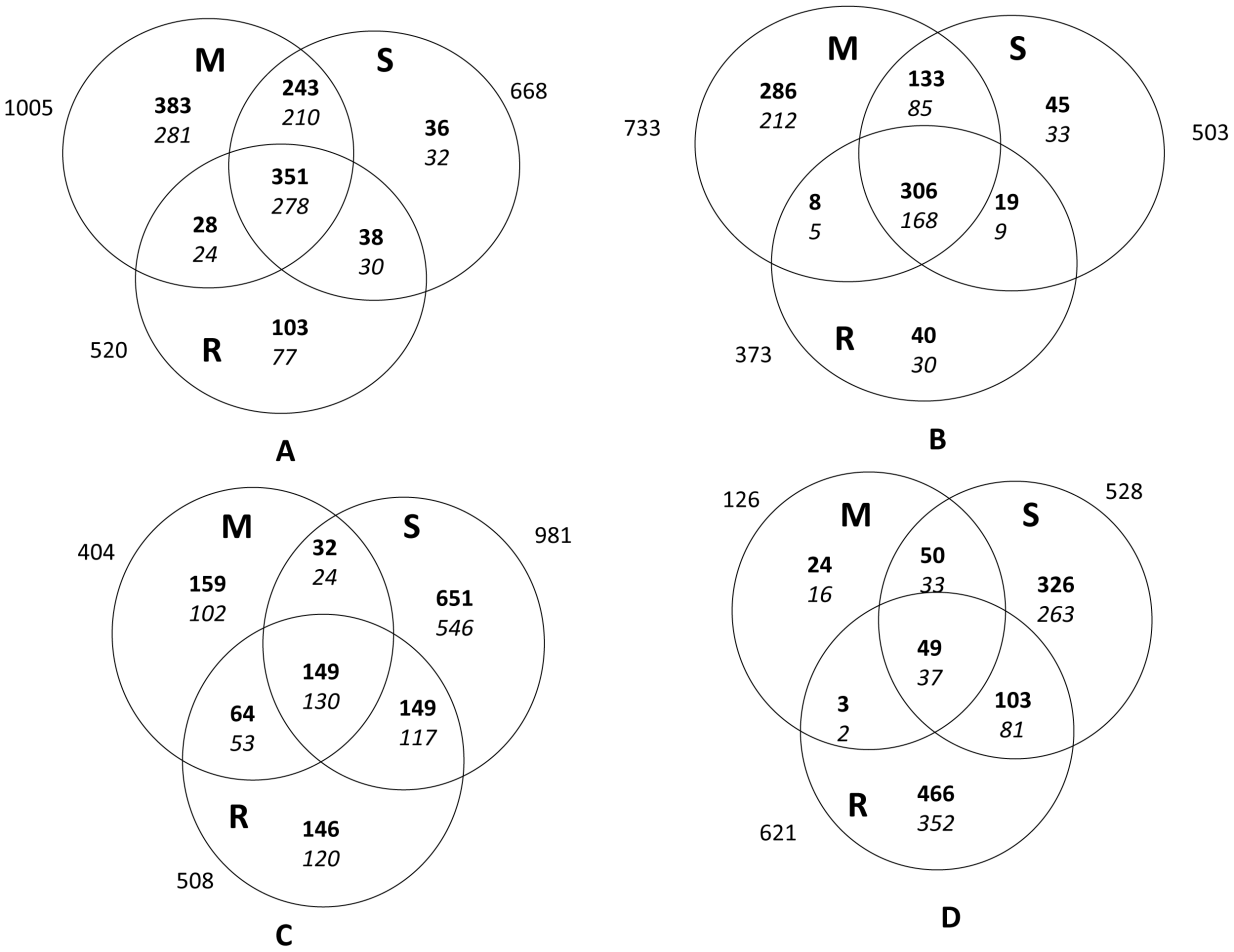
An overview of the differentially expressed genes (DEGs) at *p* ≤ 0.001 and ≥ fivefold expression at moderate (M), severe (S) and recovery (R) stages of waterlogging stress. The total number of DEGs is shown in bold. The number of genes having cellular component, molecular function, and biological process GO terms is shown in italics. (*A*) and (*B*) represent genes up and downregulated, respectively in the tolerant genotype (HKI 1105), whereas (*C*) and (*D*) represent those in the susceptible genotype (V 372).

### Gene Annotation

Gene ontology (GO) terms, namely cellular component, molecular function, and biological process, were assigned to the BLAST hits of input sequences by Blast2GO (Tables S4*A*, S5*A*, S6*A* and S7*A* in File S1). Of the upregulated genes during severe stress, 82% (maximum in the tolerant genotype) were annotated, whereas 79% each of those expressed during moderate stress and during the recovery phase were labeled with a GO description. The GO terms were then grouped according to the MIPS functional catalogue. “Protein with binding function or co-factor requirement (structural/catalytic)” had the maximum representation (57%−61%). Other than “binding,” more specific GO terms such as “catalytic activity” (22%) and “nucleotide binding” (20%) were the best represented in the abovementioned MIPS category for genes upregulated in stress stages in HKI 1105. In the same category, in V 372, “oxygen binding” and “structural molecule activity” accounted for less than 1%. The categories “biogenesis” and “cell cycle” did not include downregulated genes.

In HKI 1105, 13% and 11% upregulated genes accounted for metabolic and cellular transport functions, respectively, whereas 8% and 15% of genes, respectively, were downregulated in V 372 (Figure 3). In the latter, four classes, namely, “transport,” “cellular communication,” “metabolism,” and “transcription” each accounted for more than 5% of the downregulated genes.

**Figure 3:**
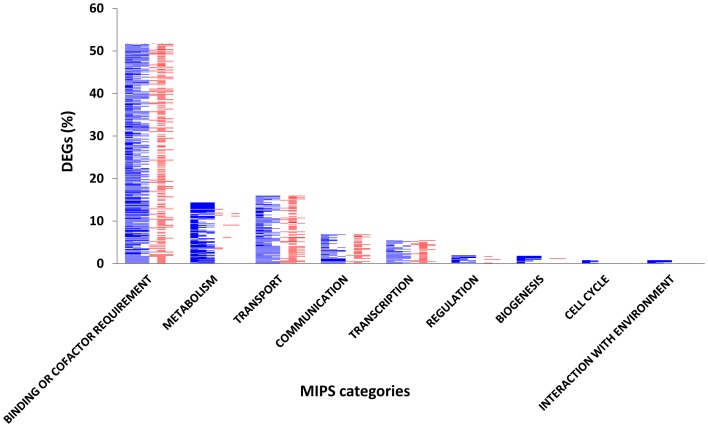
Blast2GO-annotated DEGs grouped according to the MIPS functional catalogue. The gene expression pattern across moderate stress, severe stress and recovery is shown in the form of heat maps. Blue represents the percentage of upregulated genes in HKI 1105 (tolerant genotype) while red represents downregulated genes in V 372 (susceptible genotype).

### Analysis of Pathways and Transcript Levels

The analysis of the waterlogging-induced transcriptome data with MapMan provided information about the pathways in which the various DEGs were functionally important (Figure 4). In HKI 1105, of 1865 stress stage genes, 1532 were mapped to various bins. Nearly 74% genes were mapped to pathways, whereas the rest were unassigned. In V 372, 84.7% of 1150 genes were mapped to various bins, a percentage comparable to that of genes mapped in the tolerant genotype. 

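Genes of cellulose and callose synthesis rose in waterlogged roots of HKI1105 and fell in those of V-372. Of 14 probe sets, 13 rose and 1 fell at moderate stress in HKI1105 (median log2 change 1.12), and 0 rose and 13 fell in V-372 (median -0.91); the numbers were the same adjusted over the list alone. At severe stress 10 rose and 1 fell in HKI1105 (median 0.52) and 14 fell in V-372 (median -2.16), again with the same numbers adjusted over the list alone. The cellulose synthase gene cesa7 rose by 2.49 in HKI1105 and fell by 0.78 on the log2 scale in V-372 at moderate stress (SE 0.09, n = 2 arrays per group; difference 3.26 ± 0.13, limma, adjusted p = 1.32e-07). As a set, the list differed between the genotypes by a median of 1.93 at moderate and 2.61 at severe stress (camera, adjusted p = 4.4e-07 and 6.91e-06; adjusted p = 0.0468 for both with an estimated correlation). The rise at moderate stress in HKI1105 had adjusted p = 6.87e-05, and adjusted p = 0.0625 with an estimated correlation. Of 24 probe sets for histones, DNA replication and the cell cycle, 16 rose and 1 fell at moderate and 15 rose and 0 fell at severe stress in HKI1105 (medians 1.43 and 1.18), against 3 and 3, and 4 and 9, in V-372. All of these counts were the same adjusted over the list alone. The sliding clamp of DNA replication, pcna2, rose by 3.59 ± 0.21 in HKI1105 and by 0.01 in V-372 (adjusted p = 6.58e-07 and 1), and the replicative helicase subunit MCM6 by 2.71 and 0.48 (SE 0.10). The set difference between the genotypes at moderate stress was 1.24 (camera, adjusted p = 0.00147; adjusted p = 0.0687 with an estimated correlation). Between the controls, the same lists were lower in HKI1105 than in V-372 by medians of -1.70 and -1.01 (camera, adjusted p = 0.00215 and 0.00817; adjusted p = 0.101 for both with an estimated correlation): pcna2 stood at 7.02 in the control of HKI1105, 10.61 at moderate stress and 10.74 in the control of V-372. The changes in HKI1105 are measured against control arrays in which RNAs added before labelling read higher than in the other groups (median deviation 2.645), and the V-372 arrays at severe stress also hold raised leaf genes (C4 cycle list, median 5.39). In all, 1992 probe sets were called at moderate or severe stress in HKI1105 and 1836 in V-372.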

Compared with HKI 1105, fewer than one-fifth the number of genes were mapped to “DNA” and “cell wall” in V 372.

**Figure 4:**
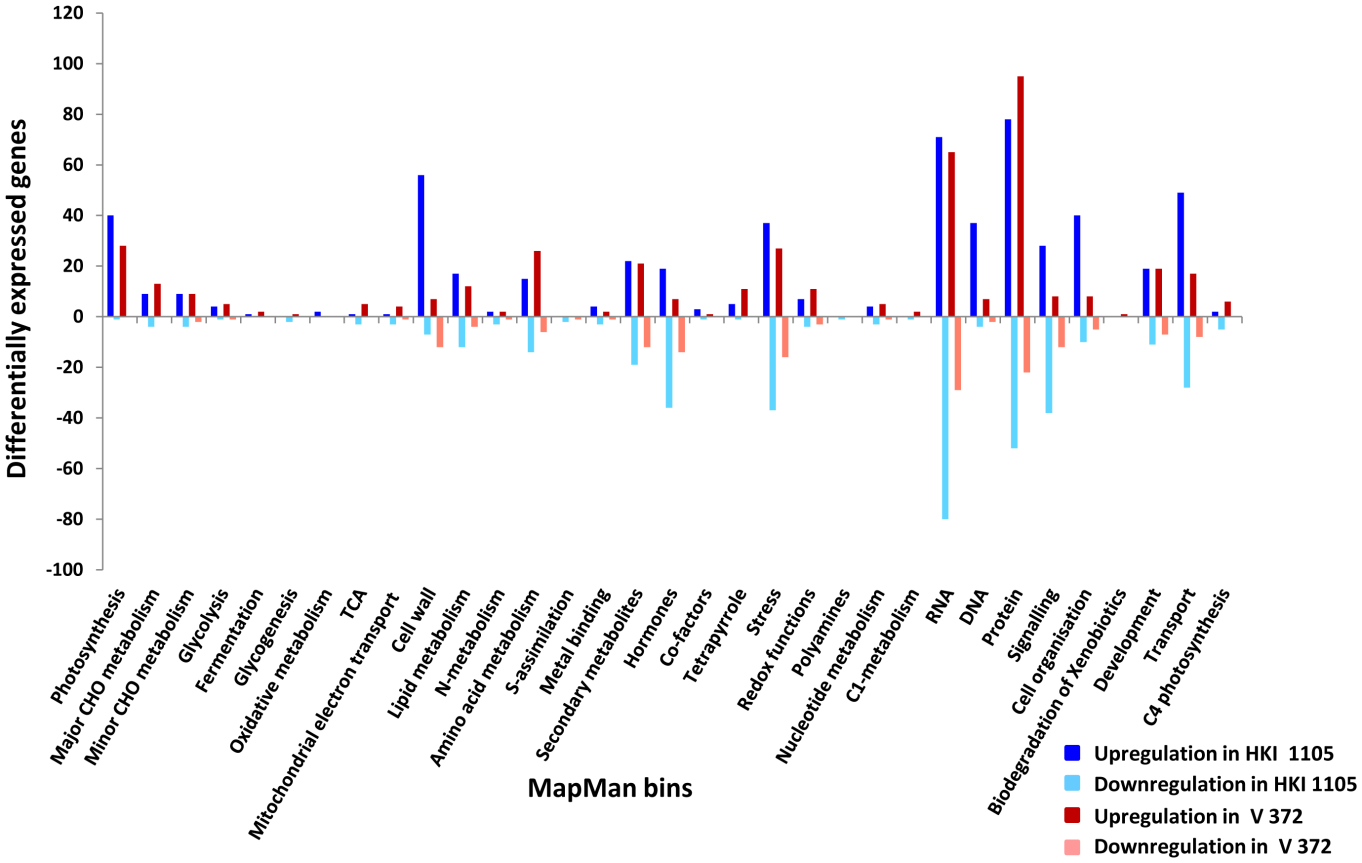
Representation of DEGs during waterlogging stress in various pathways according to MapMan. Dark blue and dark red represent number of upregulated genes while light blue and light red represent number of downregulated genes in HKI 1105 (tolerant genotype) and V 372 (susceptible genotype), respectively.

The transcript levels of DEGs at the different stages were compared to identify the patterns of expression. For 72 genes that were upregulated in the tolerant genotype, the fold change value was >100% during both moderate and severe stress over the stage of recovery, indicating that the genes played major roles under stress conditions. 

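Of 1151 probe sets up at moderate or severe stress in HKI1105, 381 had a fold more than 2 times the recovery fold at both stress stages, and for 369 of these both differences also passed the adjusted test of limma. The beta-expansin gene expB3, which loosens cell walls, stood at 12.61 and 11.62 under stress and at 4.17 at recovery, and rose by 9.86 ± 0.12 over the control at moderate stress (928-fold; n = 2 arrays per group; adjusted p = 6.23e-11). A gene for a non-specific lipid transfer protein stood at 9.64, 6.47 and 2.02 in the same order, with a rise of 7.35 ± 0.11 at moderate stress. Of the 381, 68 were also up at recovery. Of the 1151, 27.5% had returned to within 2 times the control level at recovery and 434 (37.7%) were still up. In V-372, 95 of 1251 probe sets met the same condition. From the higher folds under stress than at recovery, the paper reasons that such genes had major roles under stress.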

Upon restoration of normal conditions, the transcript levels decreased, although for 45 genes the fold change value increased upon recovery. 

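In 96 of the 1151 stress-induced probe sets of HKI1105 the fold was higher at recovery than at both stress stages, 50 of them past the adjusted test at both. AGA1, an alkaline alpha-galactosidase that breaks down raffinose sugars, rose by 7.69, 8.32 and 10.62 at moderate stress, severe stress and recovery (SE 0.10, n = 2 arrays per group; adjusted p = 7.23e-11, 6.79e-11 and 1.55e-11). The dehydrin gene dhn1, whose product protects drying cells, rose by 1.39, 7.15 and 10.42 (SE 0.44; adjusted p = 0.0248 at moderate stress and 1.79e-07 at recovery; the call at moderate stress is lost with quantile normalization). The chitinase gene chn1 changed by 0.03 at moderate stress (adjusted p = 1) and rose by 3.47 and 4.08 later. In V-372, 54 of 1251 probe sets were higher at recovery, 33 past the test; dhn1 rose there by 2.42, 10.98 and 11.57. Recovery roots were also older than control roots, so that return from stress and age are not separated.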

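Moderate stress alone met the thresholds for 404 of the 1049 probe sets up at that stage in HKI1105 (38.5%), and severe stress alone for 47 of 713 (6.59%). IAA12, a repressor in auxin signalling, was one of the 404: it rose by 4.94 at moderate stress and by 1.46 and 1.56 at severe stress and recovery (SE 0.23, n = 2 arrays per group; adjusted p = 1.47e-07 at moderate and 5.68e-04 at severe stress). In V-372 it stood at 9.82 ± 0.14 (SD) in the control and changed by 0.35 at moderate stress (adjusted p = 0.329). The fatty acid desaturase gene fad2 rose by 3.38, 1.38 and 0.77 (SE 0.09; adjusted p = 5.12e-09 at moderate stress). Down at moderate stress alone were 298 of 772 probe sets (38.6%).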

Approximately 30% of 1005 upregulated genes in HKI 1105 were expressed only under moderate stress and 5% were only expressed under severe stress. 

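Of the 713 probe sets up at severe stress in HKI1105, 611 (85.7%) were also up at moderate stress, 266 of them (37.3% of the 713) at these 2 stages alone. Independent lists of these sizes would share 42.2. Simulated groups without change against the same control arrays shared 0 at the thresholds of the paper and 1.57 with no fold threshold. The simulation holds only noise between arrays and does not cover control arrays that are displaced as a whole. Part of the overlap can therefore still come from the shared control, to an extent not measured here. The gene gpc4 for cytosolic glyceraldehyde-3-phosphate dehydrogenase, an enzyme of glycolysis, rose by 3.75, 2.99 and 2.68 at moderate stress, severe stress and recovery (SE 0.13, n = 2 arrays per group; adjusted p = 2.06e-08, 1.31e-07 and 3.70e-07). PER42, a class III peroxidase, rose by 3.63, 5.47 and 2.89 (SE 0.19; adjusted p = 3.52e-07, 4.05e-08 and 2.88e-06). In V-372, gpc4 rose by 1.25 at moderate stress and fell by 0.71 on the log2 scale at severe stress, and PER42 rose by 0.61 (a call lost when any V-372 control or moderate stress array is left out) and fell by 2.43.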

Of the genes expressed during severe stress, 36% were already induced in response to decreased oxygen during moderate stress. In contrast, in V 372, the number of genes uniquely induced during moderate stress was almost one-fourth of that induced during severe stress.

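In V-372, 159 probe sets were up at moderate stress alone and 680 at severe stress alone (66.3% of 1025). At both stages 192 were up, where independent lists would share 24.2. Simulated groups without change against the same control arrays shared 0 at the thresholds of the paper and 1.54 with no fold threshold. The simulation holds only noise between arrays, so that the part of the shared control in the overlap was not measured. The cysteine protease gene mir1, known for insect resistance, rose by 9.35 at moderate stress in V-372 and by 0.86 and 0.01 at the next stages (SE 0.12, n = 2 arrays per group; adjusted p = 2.33e-10, 2.44e-04 and 1); in HKI1105 it rose by 4.89 at moderate stress. The lipid transfer protein gene plt2 rose at severe stress by 8.96 ± 0.20 (adjusted p = 1.32e-09) to a level of 10.97, and lay near the floor in all other groups of both genotypes. Among the 1025 probe sets up at severe stress, 868 differed from the response of HKI1105 by 5 times or more in the interaction test. The V-372 arrays at severe stress also hold raised leaf genes (C4 cycle list, median 5.39), which leaf tissue in the samples may account for. The response of HKI1105 is measured against control arrays that stand apart from all other groups.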

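The gene for a cortical cell delineating protein precursor, a small cell wall protein of the root cortex, rose in HKI1105 from 2.71 ± 0.06 (SD) in the control to 14.00 ± 0.05 at moderate and 12.76 ± 0.01 at severe stress (2517-fold and 1061-fold; log2 change 11.30 ± 0.07 and 10.05, n = 2 arrays per group; adjusted p = 4.65e-13 and 1.53e-12), and stood at 10.52 at recovery. A probe set of piip1, another gene of this kind, rose by 11.46 ± 0.10 (2827-fold; adjusted p = 6.22e-12) and by 10.02 (1037-fold), and the 4 others of the gene by 6.62 to 9.18 at moderate and 3.17 to 6.94 at severe stress. The precursor gene and this probe set of piip1 were high in V-372 before waterlogging. The precursor gene stood at 13.95 ± 0.01 in that control and changed by 0.11 at moderate stress (adjusted p = 0.27), -0.51 at severe stress (adjusted p = 1.57e-04) and -4.64 at recovery, and the piip1 probe set stood at 13.40 and changed by 0.02, -1.33 and -6.32. The difference between the responses of the precursor gene at moderate stress was 11.18 ± 0.09 (adjusted p = 8.52e-12). A further gene of the same description rose in both genotypes, by 8.25 ± 0.15 in HKI1105 (305-fold; adjusted p = 4.72e-10) and 5.98 in V-372 (63.0-fold). The control levels of the precursor gene and of that piip1 probe set in HKI1105 lie near the floor, so that the size of the folds depends on the background level.

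**Figure D1:**
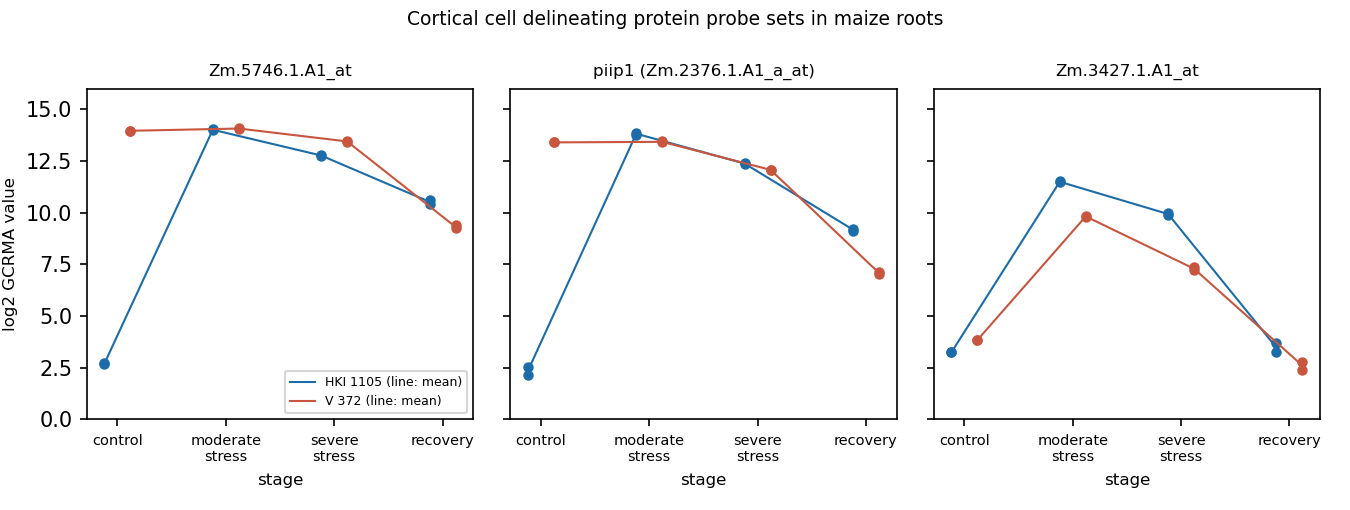
Log2 GCRMA values (vertical axis) of 3 cortical cell delineating protein probe sets at each stage (horizontal axis); points are single arrays, 2 per group, and lines join the group means of HKI1105 and V-372. The precursor gene and the piip1 probe set start at 2.71 and 2.35 in the control of HKI1105 and at 13.95 and 13.40 in that of V-372, and at moderate stress they stand at 14.00 and 13.82 in HKI1105.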

Cortical cell delineating protein precursor had the highest (3103-fold) and the second highest level of expression (1267-fold) during moderate and severe stress, respectively, in HKI 1105 (Table S4*A* in File S1). Highly induced or repressed genes that have not been described or annotated may be considered for future analysis (Tables S4*B*, S5*B*, S6*B* and S7*B* in File S1).

### Co-expression Networks

The co-expression network analysis was based on transcriptome metadata collected from NCBI GEO, EBI ArrayExpress Archive (Table S1 in File S1), and an in-house microarray experiment. The similarity matrices generated from 528 filtered samples were further processed to generate weighted co-expression network with scale-free topology by raising them to power β (Figure S1). For the tolerant and susceptible genotypes, 1654 and 1591 DEGs, respectively, were mapped to gene models (Table S8 in File S1). 

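Of the 1654 probe sets of the tolerant genotype in Table S8, 1562 (94.4%) were called at moderate or severe stress in HKI1105, and 554 (33.5%) were called in V-372. Of the 1591 of the susceptible genotype, 1532 (96.3%) were called in V-372 and 573 (36.0%) in HKI1105; 532 probe sets stand in both lists. The study drew these lists from its own calls on the same arrays, so the shares compare calls and are not independent evidence of any direction. One gene of the susceptible list is bx1, which makes the indole of benzoxazinoid defence compounds. It fell by 3.55 and 6.92 on the log2 scale at moderate and severe stress in V-372 (n = 2 arrays per group; adjusted p = 6.21e-07 and 2.73e-09) and in HKI1105 rose by 1.16 and fell by 0.73.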

Network construction for the tolerant and susceptible genotype subsets yielded 1593 and 1538 nodes, connected by 178449 and 367958 edges, respectively. The global networks were further clustered into seven modules each in the two genotypes using WGCNA (Figure 5). Eigenvectors for the modules were calculated to evaluate the relatedness among the modules (Figure S2).

**Figure 5:**
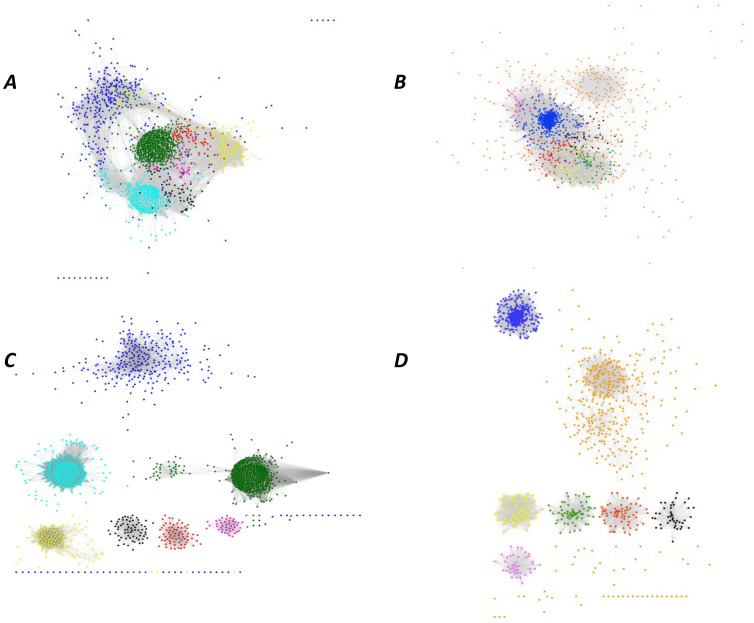
Co-expression network of genes involved in response to moderate and severe waterlogging stress. The network comprises 1593 nodes and 178,449 edges in HKI 1105, and 1538 nodes and 367,958 edges in V 372. Each color represents a module. (*A*) and (*C*) represent overviews of the co-expression networks in HKI 1105 and V 372 genotypes, respectively. (*B*) and (*D*) show the seven modules each in the tolerant and susceptible genotypes, respectively, extracted from the corresponding networks. (*A*) and (*B*): black, module 1; green, 2; blue, 3; magenta, 4; red, 5; turquoise, 6; yellow, 7; (*C*) and (*D*): black, 1; blue, 2; green, 3; orange, 4; pink, 5; red, 6; yellow, 7.

In each genotype, the networks were also analyzed according to the differential regulation of genes under moderate and severe stress (Figure 6). Only modules 3 and 7 comprised >50% of downregulated genes in HKI 1105. The largest module consisted of 583 genes in HKI 1105 and 825 in V 372. The modules were divided into 229 functional clusters using pairwise *k* statistics between all genes. These functional clusters were further filtered based on Fisher’s exact test (*p*<0.1), which yielded 59 and 65 functional clusters for the tolerant and susceptible genotype networks, respectively (Table S9 in File S1). The stress-related cluster comprised 63 genes in HKI 1105 but only 45 in V 372. 

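Of 7 probe sets for ethylene response and AP2/ERF factors, 2 rose and 2 fell at moderate stress and 2 rose and 1 fell at severe stress in HKI1105, and 2 rose and 0 fell at both stages in V-372 (the same numbers adjusted over the list alone). As a set, the list changed in no comparison (camera, limma). ERF1, an ethylene response factor, rose by 4.56 in HKI1105 and 3.80 in V-372 at moderate stress (SE 0.07, n = 2 arrays per group; adjusted p = 2.42e-10 and 1.91e-09), with a difference of 0.76 ± 0.10 (adjusted p = 2.36e-04), and the ethylene receptor gene etr2 by 1.09 and 1.73. Of 10 probe sets for calcium sensors and kinases, 3 rose and 5 fell at moderate stress in HKI1105 and 5 rose and 0 fell in V-372, and at severe stress 3 rose and 3 fell, and 1 rose and 5 fell (the same numbers adjusted over the list alone). The calcium list rose as a set in V-372 at moderate stress by a median of 0.13 (adjusted p = 0.0317; adjusted p = 0.193 with an estimated correlation, and the call is also lost without dim probe sets and without replicate 2 of the V-372 control or moderate stress arrays). CDPK1, a calcium-dependent protein kinase, fell by 1.08 in HKI1105 and rose by 0.36 in V-372 at moderate stress, the rise being lost without 1 of the V-372 arrays (difference -1.43 ± 0.12, adjusted p = 1.07e-05).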

In HKI 1105, the ethylene-response factors and calcium-dependent protein kinases were enriched (Figure 7).

**Figure 6:**
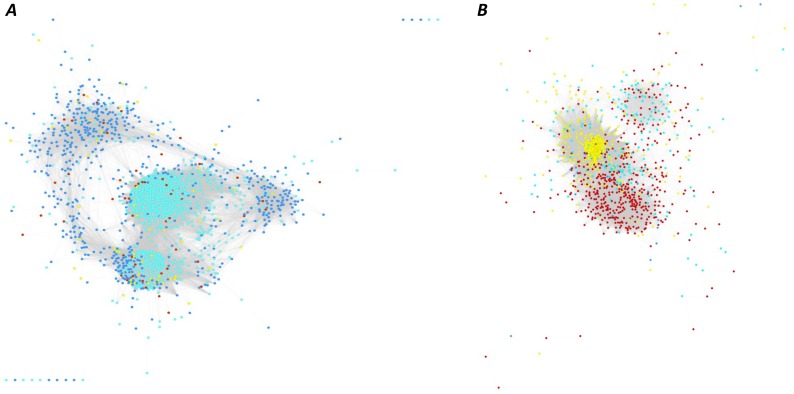
Differentially expressed genes mapped for stress conditions. Co-expression networks of the HKI 1105 and V 372 genotypes in (*A*) and (*B*) respectively, color-coded according to the level or state of stress and the nature of regulation. Moderate stress: upregulation, turquoise; downregulation, blue; severe stress: upregulation, yellow; downregulation, red.

**Figure 7:**
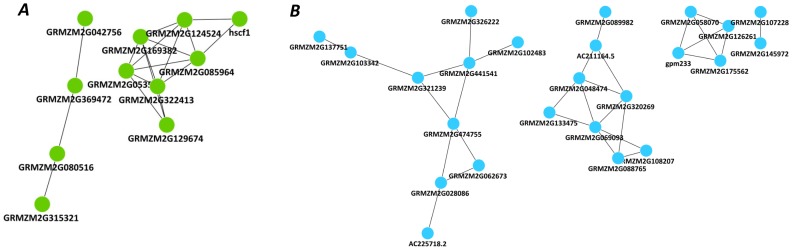
Functional clusters of genes identified in the tolerant genotype. Genes coding for (*A*) ethylene-responsive proteins, including AP2 domain-containing protein (GRMZM2G369472), ERF-like 1 (GRMZM2G053503), and EREBP 2 (GRMZM2G085964), and (*B*) Ca-binding proteins, including EF-HAND Ca-binding protein CCD1 (AC225718.2), calcineurin B-like protein 4 (GRMZM2G137751), calcium-dependent protein kinase isoform AK1 (GRMZM2G028086), and calmodulin (GRMZM2G062673) in HKI 1105.

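Matched through their gene models, 2 of the 3 ethylene-responsive genes rose and the 4 calcium-binding genes fell in HKI1105. The AP2 domain gene fell from 12.46 to the floor at moderate stress (log2 change -10.45 ± 0.12, n = 2 arrays per group; limma, adjusted p = 4.22e-11) and by 4.50 on the log2 scale in V-372, whose control level was 6.55. EREBP 2 rose by 2.60, 2.81 and 2.07 at moderate stress, severe stress and recovery in HKI1105 (SE 0.06; adjusted p = 2.71e-09 at moderate stress) and by 2.21 and 1.35 under stress in V-372. CCD1, an EF-hand protein, fell by 5.51 ± 0.14 (adjusted p = 3.94e-09) and 3.13 in HKI1105, and by 1.88 and 3.22 on the log2 scale in V-372. The calcineurin B-like gene (CBL8 in the annotation) fell by 6.17 and 5.17 against 1.19 and 1.47, and the kinase AK1 by 2.40 and 2.31 against 1.04 and 2.09 on the log2 scale. The responses of CCD1 and AK1 differed between the genotypes at moderate stress (-3.62, and -1.35 with adjusted p = 2.39e-05) but not past the test at severe stress (0.09 and -0.22, adjusted p = 0.837 and 0.183). All 4 stood higher in the control of HKI1105 than in that of V-372: CCD1 at 12.26 and 10.61, the calcineurin B-like gene at 8.33 and 4.42, AK1 at 11.51 and 9.89.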

### Colocalization with QTLs

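Up at moderate or severe stress but not at recovery were 717 probe sets in HKI1105 and 875 in V-372; down in the same way were 498 and 419. EXPA5, an alpha-expansin that loosens cell walls, was one of the 717: it rose by 5.82 and 3.44 under stress and by 1.23 at recovery in HKI1105 (SE 0.24, n = 2 arrays per group; limma, adjusted p = 7.83e-08 at moderate stress). The gene rose by 1.39 at moderate stress in V-372 and changed by -0.44 at severe stress (adjusted p = 0.186). A further 434 up and 352 down probe sets of HKI1105 stayed past the thresholds at recovery, among them tip2b, an aquaporin of the vacuolar membrane, at 7.53 ± 0.04 over the control.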

The bin locations of 662 genes that were expressed during stress (but not during recovery) in HKI 1105 were retrieved by querying against the maize genome database (www.maizegdb.org). Bin locations could be determined for 98% of the genes, of which the locations of 88 matched those of mapped QTLs of aerenchyma and adventitious root formation. On the basis of known markers in these bin locations, 21 genes were localized in marker intervals. Twenty genes co-localized with QTL of aerenchyma formation on chromosomes 2, 5, 8, and 9. Under moderate stress, the low-molecular weight cysteine-rich protein LCR69 precursor expressed the most (265-fold); the temperature-induced lipocalin expressed 52-fold; and an unknown gene co-located in the same bin location expressed 46-fold.

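The LCR69 precursor gene, of a family of small cysteine-rich proteins, rose from 2.25 to 9.02 ± 0.22 (SD) at moderate stress in HKI1105 and was back at 2.64 ± 0.16 at severe stress (109-fold, log2 change 6.77 ± 0.12, n = 2 arrays per group; limma, adjusted p = 4.23e-10). In V-372 it stood at 8.95 ± 0.10 in the control and 8.78 at moderate stress (change -0.18, adjusted p = 0.367), and fell by 4.25 on the log2 scale at severe stress; the difference of the responses at moderate stress was 6.94 ± 0.17 (adjusted p = 6.87e-09). The temperature-induced lipocalin gene, whose product carries lipids, rose in both genotypes: by 6.37 ± 0.11 (82.8-fold; adjusted p = 3.70e-10) and 5.94 under moderate and severe stress in HKI1105, and by 5.16 (35.7-fold; adjusted p = 3.69e-09) and 4.63 in V-372. The difference between these responses was 1.21 ± 0.16 at moderate stress (adjusted p = 1.83e-04). The unknown gene rose by 5.55 ± 0.11 in HKI1105 (46.7-fold; adjusted p = 6.11e-10) and by 5.80 in V-372 (55.9-fold; adjusted p = 1.49e-09), without a difference past the test (-0.26, adjusted p = 0.205); at severe stress it rose by 4.49 and 8.71 (difference -4.21). Of the 3 genes, LCR69 has the largest fold at moderate stress in HKI1105, with a control level within 1 log2 unit of the floor.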

A cross-species sequence similarity analysis was performed across five additional species: sorghum, foxtail millet, rice, Brachypodium, and *Arabidopsis* to characterize the synteny of colocalized genes (Table S10 in File S1). Five genes, namely, temperature-induced lipocalin, potassium channel beta subunit, cytosolic orthophosphate dikinase, beta-tubulin 4, and chlorophyll a/b binding protein 2 were mapped across all the five species. All genes but one could be mapped in sorghum and 20 in foxtail millet, indicating that the two are very closely related to maize. The corresponding figures for the other three species were as follows: rice, 15; Brachypodium, 14; *Arabidopsis*, 5.

## Discussion

### Transcriptomic Expression for Adaptive Traits

Formation of aerenchyma is one of the mechanisms for adapting to stress by promoting gaseous exchange between roots and shoots. Aerenchyma is formed as a result of apoptosis or programmed cell death (PCD) in the root cortex [16]. PCD is triggered by a series of steps involving G-proteins and protein kinases, hydrolysis of cell walls, Ca-binding proteins, and ethylene and IAA synthesis during stress conditions (Figure 8). Studies of the signal transduction cascade have revealed that activation of G-proteins and protein kinases, inhibition of phosphatases, and increase in Ca^2+^ ion levels, all promote apoptosis [36]. All three features of PCD were observed in HKI 1105 (tolerant) exposed to stress in the form of waterlogging. During waterlogging, the cytoplasm becomes acidic, leading to the release of Ca^2+^ from mitochondria owing to loss of potential by the mitochondrial membrane [37]. Calmodulin, a Ca-binding protein that was expressed only in HKI 1105 and not in V 372, interacts with glutamate decarboxylase and helps to maintain cytosolic pH under anoxia [37].

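The calmodulin gene model of Figure 7 fell in waterlogged roots of HKI1105, from 8.87 ± 0.34 (SD) in the control to 5.63 at moderate stress, 5.56 ± 0.09 at severe stress and 5.63 at recovery (log2 changes -3.25, -3.31 and -3.25, SE 0.42, n = 2 arrays per group; limma, adjusted p = 1.47e-04 at moderate and 1.59e-04 at severe stress). In V-372 it stood at 5.83 ± 0.29 in the control and 5.63 at moderate stress (change -0.21, adjusted p = 0.975), and fell by 2.39 on the log2 scale at severe stress (adjusted p = 0.00118). The responses differed by -3.04 ± 0.60 at moderate stress (adjusted p = 0.00245) and not past the test at severe stress (-0.92, adjusted p = 0.251). Another calmodulin gene, CaM1, stood at 12.63 to 13.49 in every group; it changed by 0.13 at moderate stress in HKI1105 (SE 0.04; adjusted p = 0.0297, a sign that turns to -0.13 with quantile normalization), rose by 0.44 at severe stress (adjusted p = 2.93e-05) and fell by 0.74 on the log2 scale at severe stress in V-372.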

**Figure 8:**
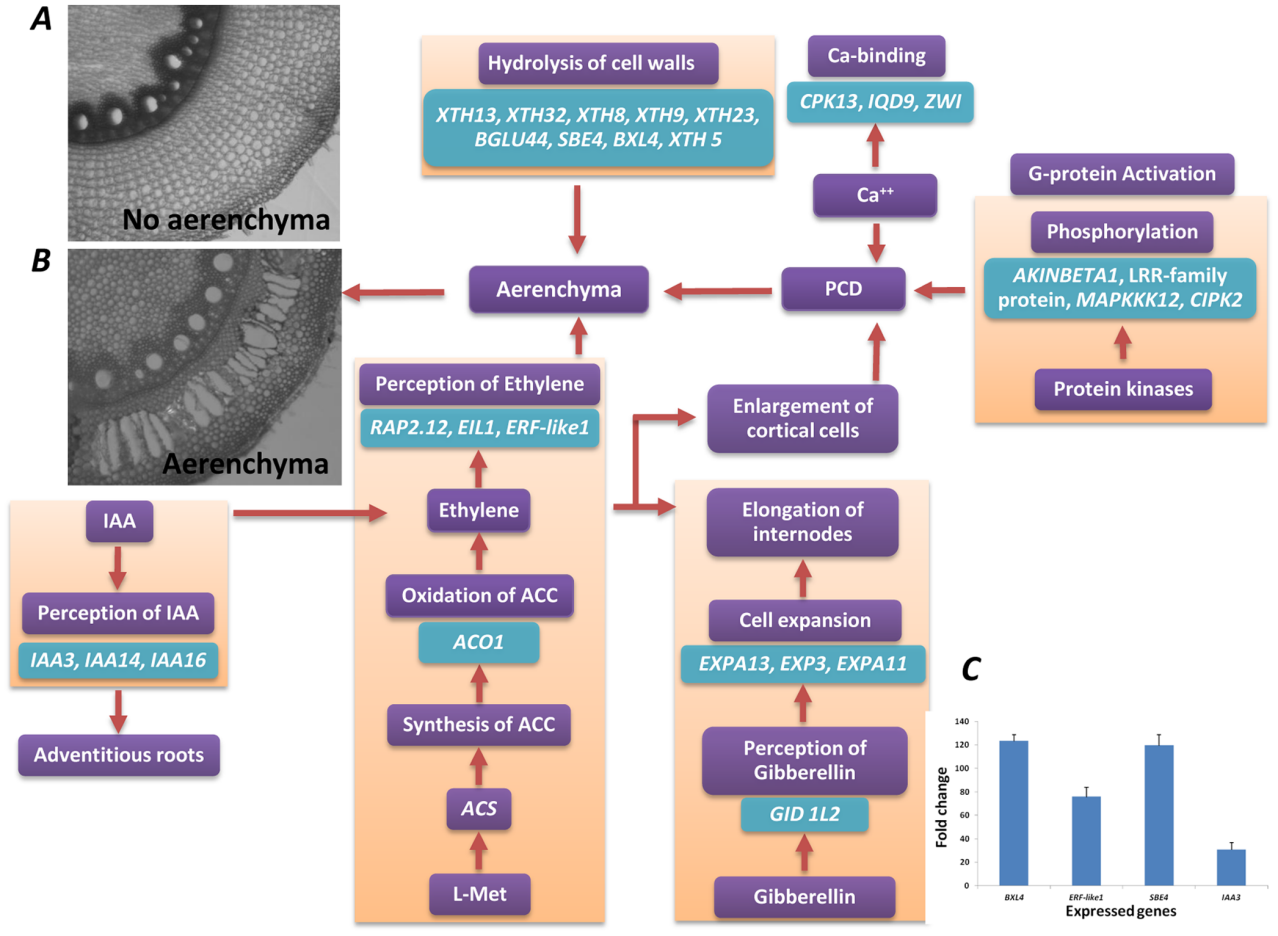
Combination of events and interactions during hypoxia, leading to programmed cell death (PCD). (*A*) No formation of aerenchyma at control stage in the absence of PCD and (*B*) formation of aerenchyma at severe stress stage due to PCD in the tolerant genotype (HKI 1105). (*C*) The differences in fold change of a few genes are represented with standard error in microarray and qRT-PCR assays.

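The 4 genes with primers in Table S2 that a probe set matches rose in HKI1105 at moderate and severe stress. BXL4, a beta-xylosidase of the cell wall, rose by 6.66 ± 0.19 (100.9-fold; n = 2 arrays per group; limma, adjusted p = 7.96e-09) and 4.69 (25.8-fold), against -0.06 (adjusted p = 1) and -1.17 in V-372, where its control level was 9.04 (2.52 ± 0.25 in HKI1105). The starch branching enzyme gene SBE4 rose by 6.73 ± 0.06 (106.4-fold; adjusted p = 1.19e-11) and 5.93 in HKI1105 and by 0.78 and 3.75 in V-372. The probe set of the primers for ethylene-responsive factor-like protein 1 rose by 6.58 ± 0.32 (95.7-fold; adjusted p = 2.24e-07) and 5.27, and by 4.45 (21.8-fold; adjusted p = 8.33e-06) and 1.65 in V-372. For IAA3, an auxin response repressor, the rises in HKI1105 were 5.27 ± 0.27 (38.5-fold; adjusted p = 2.66e-07) and 2.61. The qRT-PCR values and the root sections of the figure were not analysed here.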

Hydrolases, enzymes that degrade the cell wall, play an important role in anoxia-induced cell death and the formation of aerenchyma [38]. The actively dividing cells in the root tip consume much energy. To conserve energy as well as materials (substrate) to prolong survival, the actively dividing cells die as an adaptation to anoxia. 

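The probe set of xet1, a xyloglucan endotransglycosylase that cuts and rejoins cell wall xyloglucan, rose in both genotypes. It rose by 2.59 (6.03-fold; n = 2 arrays per group; limma, adjusted p = 5.10e-09) and 2.00 (4.01-fold; adjusted p = 4.11e-08) at moderate and severe stress in HKI1105, and by 5.26 (38.4-fold; adjusted p = 3.48e-10) and 3.89 (14.8-fold) in V-372 (SE 0.07). The rise was smaller in HKI1105 by -2.67 ± 0.10 at moderate stress (adjusted p = 7.59e-08), and the control level was higher, at 11.30 ± 0.04 (SD) against 8.32 ± 0.07. At recovery xet1 was still 2.32 and 4.16 above the controls. It was the one probe set of its list on the array with a name, and other members of the family were not analysed here.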

A member of a flooding-specific gene family, *XET A* was found upregulated in HKI 1105 during both moderate (253-fold) and severe (16-fold) stresses, but downregulated in V 372. Expansins are a family of cell-wall proteins that loosen the cell wall by disrupting the cellulose-hemicellulose network at lower pH [39] resulting from hypoxia, and facilitate free sliding of the polymers over each other; upon restoration of normal conditions, the cell wall eventually regains its original structure [40]. 

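Of 17 probe sets for expansins, 13 rose and 0 fell at moderate stress and 9 rose and 0 fell at severe stress in HKI1105 (medians 4.59 and 2.62; the same numbers adjusted over the list alone), and at recovery 8 rose and 0 fell. In V-372, 9 rose and 1 fell at moderate stress (10 and 2 adjusted over the list alone; median 0.34), 5 rose and 3 fell at severe stress, and 0 rose and 12 fell at recovery (median -2.24). The beta-expansin gene expB8 rose by 9.72 ± 0.11 at moderate stress in HKI1105 (844-fold; n = 2 arrays per group; limma, adjusted p = 3.91e-11) and 8.11 at severe stress, and changed by 0.34 (adjusted p = 0.0453, lost after median centring) and -0.07 (adjusted p = 0.794) in V-372, where it stood at 11.71 in the control (2.59 in HKI1105). The list rose as a set in HKI1105 at moderate stress (camera, adjusted p = 1.56e-05; adjusted p = 0.0709 with an estimated correlation) and in V-372 (adjusted p = 0.00815; adjusted p = 0.197 with an estimated correlation), and more in HKI1105 than in V-372 (median difference 2.77, adjusted p = 0.000117; adjusted p = 0.0919 with an estimated correlation). Between the controls, 0 probe sets were higher and 12 lower in HKI1105 than in V-372 (median -1.61, adjusted p = 0.000924; adjusted p = 0.121 with an estimated correlation).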

A precursor of the alpha-l-fucosidase 2 gene, which helps to degrade glycan structures, was upregulated during moderate (134-fold) and severe (49-fold) stress in HKI 1105 and not expressed in V 372. Although it was also upregulated during the recovery stage in the tolerant genotype, its expression level was only about one-tenth of that achieved during the stress, probably because the breakdown of cell wall polymers is no longer required once hypoxia is overcome.

The plant hormones ethylene and IAA stimulate the development of adventitious roots, which replace basal roots as the latter become incapable of conducting water and nutrients under a reduced supply of oxygen [41]. Ethylene biosynthesis genes were downregulated in the susceptible genotype, whereas a number of genes encoding ethylene-binding proteins (AP2/EREBP family) such as ethylene-responsive factor-like protein 1, *BBM2*, *AIL5-like*, and *WRI1*, were upregulated in HKI 1105. It was also observed that in the tolerant genotype, auxin receptor genes such as, *IAA3*, *IAA14* and *IAA16* were up-regulated. 

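Genes of ethylene synthesis changed in both genotypes, to an extent that depended on the gene and the stage. The ACC oxidase gene acco20, of the last step of ethylene synthesis, fell by 8.57 ± 0.24 and 6.65 on the log2 scale at moderate and severe stress in HKI1105 (n = 2 arrays per group; limma, adjusted p = 6.54e-09 at moderate stress), and by 2.97 and 1.17 in V-372 (adjusted p = 1.74e-05 and 0.00305). These responses differed by -5.60 and -5.48. A further ACC oxidase fell by 6.74 ± 0.12 at moderate stress in HKI1105 (adjusted p = 4.44e-10) and stood near the control at severe stress (-0.22, adjusted p = 0.181), against -0.55 and -0.49 in V-372 (adjusted p = 0.00712 and 0.00787). The ACC synthase gene acs7 fell by 4.20 and 2.08 in HKI1105 (SE 0.28; adjusted p = 1.68e-06 at moderate stress) and by 1.69 and 4.53 on the log2 scale in V-372 (adjusted p = 0.00155 and 1.08e-06). Of the 3 probe sets on the ethylene biosynthesis list, 1 rose and 2 fell at moderate stress in HKI1105 and 0 rose and 2 fell in V-372 (the same adjusted over the list alone), without a change as a set (camera). At recovery, acco20 rose by 5.74 in V-372 and was lower by 1.57 in HKI1105. In the controls, acco20 stood at 11.05 in HKI1105 and 6.94 in V-372. Values for BBM2, AIL5-like and WRI1 were not analysed here, since no probe set could be matched to them by name.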

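IAA3, a repressor of auxin response, rose from 3.26 ± 0.48 (SD) to 8.53 at moderate stress in HKI1105 and stood at 5.88 at severe stress and 5.94 at recovery (n = 2 arrays per group). In V-372 it stood at 8.76 in the control, changed by 0.40 at moderate stress (limma, adjusted p = 0.346), and fell by 2.03 at severe stress (adjusted p = 1.75e-04) and by 4.13 on the log2 scale at recovery. Between the genotypes the responses differed by 4.87 ± 0.38 (adjusted p = 7.03e-06) at moderate stress. The auxin influx carrier gene aic1 rose by 5.33 and 4.53 under stress in HKI1105 (SE 0.20; adjusted p = 3.36e-08 and 1.40e-07) and changed by -0.01 and 0.19 in V-372 (adjusted p = 1 and 0.568), with a control level 4.65 lower in HKI1105 than in V-372. The auxin-binding protein gene abp1 fell by 0.58 (lost without replicate 2 of moderate stress) and 0.64 in HKI1105 and at severe stress rose by 2.15 in V-372 (SE 0.14). The auxin list holds only the probe sets of aic1 and abp1, too few for a test as a set. IAA14 and IAA16 could not be matched by name.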

An association between ethylene and auxin-signaling pathways is possible, given that ethylene enhances the formation of lateral and adventitious roots [42].

### Genes Involved in Metabolism and Assimilation of Energy

Abiotic stress affects CO_2_ diffusion, ribulose-1, 5-bisphosphate (RuBP) content (dependent on ATP and NADPH supply), RUBISCO activity, and photorespiration [43]. 

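Nuclear genes of light harvesting and the photosystems rose under waterlogging in the root samples of both genotypes. Leaf tissue in the samples may account for the leaf genes of V-372 at severe stress and stays open in the other waterlogged groups. A response of the root itself stays open in every group. Of 14 probe sets on the light harvesting list, 13 rose and 0 fell at moderate and 12 rose and 0 fell at severe stress in HKI1105 (medians 3.97 and 2.73). In V-372, 10 rose and 0 fell at moderate stress (median 4.00) and 11 rose and 0 fell at severe stress (12 and 0 adjusted over the list alone; median 8.57), the other counts being the same adjusted over the list alone. The CP26 gene lhcb5 rose by 5.88 ± 0.28 (58.9-fold; n = 2 arrays per group; limma, adjusted p = 1.62e-07) and 4.68 in HKI1105 and by 7.00 (128-fold; adjusted p = 1.72e-07) and 8.70 (417-fold) in V-372, and CP29 (cp29) by 4.39 ± 0.26 (20.9-fold; adjusted p = 7.63e-07) and 2.95 against 6.79 and 9.52 (734-fold). A probe set of CP24 (lhcb6) rose by 4.10 ± 0.26 (17.2-fold; adjusted p = 1.28e-06) at moderate stress in HKI1105 and lay at the floor in V-372, where another rose by 3.69 at severe stress. As a set, the list rose at moderate stress in HKI1105 (camera, adjusted p = 7.05e-07; adjusted p = 0.0468 with an estimated correlation) and V-372 (adjusted p = 1.19e-09; adjusted p = 0.0468), without a difference past the test (-0.17, adjusted p = 0.909). At severe stress it rose less in HKI1105 (-5.24, adjusted p = 6.87e-05; adjusted p = 0.0709 with an estimated correlation). At recovery it stayed up in V-372 (median 3.88; adjusted p = 7.05e-07) but not in HKI1105 (-0.72). The list for the C4 cycle of leaves holds 8 probe sets, most of them for pdk1 (pyruvate, orthophosphate dikinase). Its tallies, medians and tests therefore mostly follow that gene. Of the 8 probe sets, 6 rose and 1 fell at moderate and 5 rose and 2 fell at severe stress in HKI1105. In V-372 the numbers were 5 and 0, and 6 and 1 (all the same adjusted over the list alone). The medians of the list were 1.63 and 1.48 in HKI1105 and 1.96 and 5.39 in V-372. The set rose at severe stress in V-372 (adjusted p = 8.93e-05; adjusted p = 0.0468 with an estimated correlation). Its call at moderate stress in HKI1105 (adjusted p = 0.0394; adjusted p = 0.144 with an estimated correlation) was also lost without dim probe sets, with 1 probe set per gene and without either V-372 moderate stress array. The leaf phosphoenolpyruvate carboxylase gene pep1 rose by 8.43 ± 0.29 at severe stress in V-372 (344-fold; adjusted p = 2.25e-08) to 11.16 and fell in HKI1105 from 8.04 to the floor. In the controls, the light harvesting list was 1.89 higher in HKI1105 than in V-372 (12 probe sets higher, 0 lower; adjusted p = 0.000119; adjusted p = 0.101 with an estimated correlation).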

In HKI 1105, following exposure to stress, photosynthetic genes coding for pigment chlorophyll a/b binding protein-1 (13-fold) and -2 (34-fold), *CP24* (32-fold), *CP29* (28-fold), and *CP26* apoprotein precursor (1360-fold) were upregulated to keep photosynthetic efficiency as high as possible. Usually, anoxia results in inhibition of uptake of water through roots however few studies have reported the up-regulation of certain aquaporin genes, such as *NIP* [44], [45]. 

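The aquaporin gene nip3a, of the NIP class, rose in HKI1105 from 5.03 ± 0.06 (SD) to 11.74 ± 0.08 at moderate and 10.99 ± 0.11 at severe stress (105-fold and 62.1-fold; log2 change 6.71 ± 0.10 and 5.96, n = 2 arrays per group; limma, adjusted p = 1.91e-10 and 5.66e-10). In V-372 it rose by 0.97 (adjusted p = 9.21e-05) from 9.21 at moderate stress and fell by 0.76 on the log2 scale at severe stress; the responses differed by 5.74 ± 0.14 and 6.71. Other water channels moved in the same direction: tip2b rose by 8.45 ± 0.04 at moderate stress (349-fold), pip2f by 7.30 ± 0.04 (157-fold) and por2 by 6.25 ± 0.12 in HKI1105, against -0.75, 1.07 and 0.48 in V-372 (the rise of por2 there is lost without 1 of the V-372 arrays). Of 38 aquaporin probe sets, 19 rose and 8 fell at moderate and 17 rose and 5 fell at severe stress in HKI1105 (medians 0.53 and 0.19), against 13 and 10, and 8 and 16, in V-372 (0.00 and -0.14); the counts were the same adjusted over the list alone. The list rose as a set in HKI1105 at moderate stress (camera, adjusted p = 0.00501; adjusted p = 0.11 with an estimated correlation), severe stress (adjusted p = 0.00666; adjusted p = 0.119 with an estimated correlation; lost without replicate 2 of the HKI1105 control) and recovery (23 rose, 2 fell, median 0.70; adjusted p = 1.61e-06; adjusted p = 0.0468 with an estimated correlation). Its rise at moderate stress was larger than in V-372 (0.55, adjusted p = 0.00341; adjusted p = 0.101 with an estimated correlation). The silicon channel gene Lsi1 went the other way: it fell by 1.36 in HKI1105 and rose by 1.53 in V-372 at moderate stress (SE 0.11). Between the controls, 9 aquaporin probe sets were higher and 19 lower in HKI1105, with no change as a set (-0.22, adjusted p = 0.115).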

The latter was notably induced (116-fold in moderate stress, 76-fold in severe stress) in the present study too, in the tolerant genotype. Among the genes involved in carbohydrate metabolism, the gene that encodes the invertase enzyme also plays a key role in tolerance to hypoxia by mediating break down of starch and degradation of sucrose. Two other enzymes–a soluble acid invertase and orthophosphate dikinase, an enzyme of the glyoxylate cycle–were activated in HKI 1105 under stress. 

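The soluble acid invertase gene ivr2, whose product splits sucrose in the vacuole, rose from 3.73 ± 0.53 (SD) to 11.86 at moderate stress in HKI1105 (282-fold, log2 change 8.14 ± 0.19, n = 2 arrays per group; limma, adjusted p = 2.43e-09) and by 3.62 at severe stress. In V-372 it stood at 11.16 in the control and changed by -0.38 (adjusted p = 0.191) and -2.10, a difference of 8.52 at moderate stress (adjusted p = 3.10e-08). IVR1, another soluble invertase, fell by 2.82 and 1.86 in HKI1105 (SE 0.19; adjusted p = 1.84e-06 at moderate stress), and the cell wall invertase incw1 by 2.99 and 1.15 (SE 0.10), against 0.20 (adjusted p = 0.577) and 0.56 (lost with quantile normalization), and 1.66 and -1.30, in V-372. Pyruvate, orthophosphate dikinase pdk1 rose in both genotypes, by 2.90 (7.45-fold; adjusted p = 3.73e-09) and 2.85 in HKI1105 and by 2.57 (5.93-fold; adjusted p = 2.50e-08) and 4.52 (23.0-fold; adjusted p = 1.86e-10) in V-372 (SE 0.07); the differences were 0.33 (adjusted p = 0.028, lost with quantile normalization and median centring) and -1.67 (adjusted p = 1.24e-06). Of 14 probe sets for invertases and starch metabolism, 3 rose and 1 fell at moderate and 2 rose and 1 fell at severe stress in HKI1105, and 3 and 0, and 2 and 2, in V-372 (the same adjusted over the list alone), with no change as a set (camera).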

Lipid metabolism genes coding for desaturases (74-fold), LTPs (72-fold), esterases (21-fold), and lipases (26-fold) were upregulated. 

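Several lipid transfer protein genes rose at moderate stress in HKI1105, among them the non-specific one described above (log2 change 7.35, 163.1-fold). The gene plt2, the 1 probe set of the list fixed in advance, did not pass the test there (-0.41). The lipid transfer-like protein VAS gene rose from 2.77 ± 0.32 (SD) to 9.35 ± 0.11 (95.6-fold, log2 change 6.58 ± 0.20, n = 2 arrays per group; limma, adjusted p = 1.01e-08) and stood at 3.87 at severe stress, and a nonspecific lipid transfer protein precursor gene rose by 6.78 ± 0.19 (110-fold; adjusted p = 6.12e-09) and 2.54. Among the desaturase genes, which add double bonds to fatty acids, fad2 rose by 3.38, 1.38 and 0.77 at moderate stress, severe stress and recovery (SE 0.09; adjusted p = 5.12e-09 at moderate stress), and the plastid genes fell: FAD8 by 4.45, 4.29 and 4.28 on the log2 scale (SE 0.12; adjusted p = 4.41e-09 at moderate stress) and fad7 by 2.80, 2.69 and 3.70 (SE 0.17; adjusted p = 7.66e-07). FAD8 and fad7 are the members of the desaturase list fixed in advance, and 2 of 2 fell at every stage, adjusted over the list alone too. FAD8 and fad7 stood higher in the HKI1105 control than in the control of V-372, by a median of 3.21. No probe set could be matched to the esterase and lipase genes.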

A plausible explanation is that lipid metabolism intermediates are converted to carbohydrates during stress [46]. These genes were neither upregulated nor downregulated in V 372. 

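Genes of these families did change in V-372. The lipid transfer-like protein VAS gene stood at 9.69 ± 0.08 (SD) in the control and fell by 0.76, 3.54 and 7.08 on the log2 scale at moderate stress, severe stress and recovery (SE 0.20, n = 2 arrays per group; limma, adjusted p = 0.0176, 5.52e-07 and 1.30e-08; the first is lost when any of 3 of the V-372 arrays is left out). The precursor gene of another nonspecific lipid transfer protein stood at 11.52 and fell by 0.59, 2.20 and 7.70 (SE 0.19; adjusted p = 0.0404 at moderate stress, lost with quantile normalization). The responses of these probe sets differed from those of HKI1105 by 7.33 and 7.37 at moderate stress (adjusted p = 8.79e-08 for the VAS gene). FAD8 changed by -0.16 at moderate stress (adjusted p = 0.397) and rose by 0.94 at severe stress, and fad7 fell by 1.18 and 0.63 (the last lost without 1 of the V-372 arrays). The desaturase fad2 fell by 0.46 at moderate stress (adjusted p = 0.00428) and changed by -0.07 at severe stress (adjusted p = 0.679).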

Fermentation is an important pathway operating under anoxia and enables the much-needed regeneration of NAD^+^ from NADH. 

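The alcohol dehydrogenase genes adh1 and adh2 rose at moderate stress in both genotypes. Alcohol dehydrogenase adh1, which makes ethanol and regenerates NAD+, rose by 1.79 and 1.72 at moderate and severe stress in HKI1105 (SE 0.07, 3.46-fold at moderate stress, n = 2 arrays per group; limma, adjusted p = 6.13e-08). There was a rise by 0.82 (adjusted p = 2.76e-05) and then a change of -0.23 (adjusted p = 0.0246, lost with quantile normalization) in V-372, and the responses differed by 0.97 (adjusted p = 5.20e-05) and 1.95. Its level was high throughout, 12.17 in the control of HKI1105 and 13.56 in that of V-372. For adh2 the rises were 0.87 and 1.60 in HKI1105 and 0.43 at moderate stress in V-372 (lost without replicate 1 of the control), where it fell by 1.10 at severe stress (SE 0.09). Of 29 probe sets for fermentation and anaerobic glycolysis, 11 rose and 6 fell at moderate and 15 rose and 5 fell at severe stress in HKI1105 (medians 0.10 and 0.09), against 15 and 3, and 6 and 13, in V-372 (0.19 and -0.23; all the same adjusted over the list alone). As a set they rose in V-372 at moderate stress (camera, adjusted p = 2.56e-05; adjusted p = 0.0468 with an estimated correlation) and not past the test in HKI1105 (adjusted p = 0.16 and 0.192), where the test is passed at both stress stages with 1 probe set per gene (medians 0.69 and 1.02). The haemoglobin gene Hb2 fell by 8.05 ± 0.15 in HKI1105 and 1.16 on the log2 scale in V-372 at moderate stress. Between the controls, 9 of the 29 were higher and 10 lower in HKI1105.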

The alanine fermentation pathway helps in regulating the pH of the cytoplasm under anoxia [47], ionic balance being a key component of adaptation to stress.

### Genes Involved in Regulation

Evidence gathered over the years suggests that transcriptional regulation plays a key role in helping the plant cope with hypoxia [48]. MYB transcription factors are known to trigger *ADH* [13], and WRKY transcription factors play a role in the plant’s response to biotic and abiotic stress, several developmental processes, and in senescence [49]. 

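Few probe sets on the MYB list changed, and more of them fell than rose in HKI1105. The median level of the list lay at the floor in every group of both genotypes. A fall of probe sets at the floor cannot be seen, so that the tallies do not describe the MYB family as a whole. Of 12 probe sets, 0 rose and 3 fell at moderate stress and 0 rose and 2 fell at severe stress in HKI1105 (the same adjusted over the list alone). In V-372, 0 rose and 1 fell at moderate stress (0 and 0 adjusted over the list alone) and 1 rose and 0 fell at severe stress. A probe set of myb42, a repressor of lignin genes, fell by 3.05 and 3.41 on the log2 scale in HKI1105 (SE 0.10, n = 2 arrays per group; limma, adjusted p = 1.76e-08 and 1.40e-08) and by 0.35 at moderate stress in V-372 (adjusted p = 0.0273, lost without either V-372 control array), where its change at severe stress was -0.26 (adjusted p = 0.0618). Its control level was 2.53 ± 0.10 higher in HKI1105 than in V-372. The list changed as a set in no comparison (camera), and the WRKY list had 0 probe sets with a name.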

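Homeobox genes rose and fell in both genotypes. Of 16 probe sets, 3 rose and 3 fell at moderate stress in HKI1105 (3 and 2 adjusted over the list alone) and 4 rose and 1 fell at severe stress, and in V-372, 3 rose and 3 fell and 5 rose and 4 fell. The epidermal homeobox gene ocl1 rose by 3.48 and 3.41 in HKI1105 (SE 0.26, n = 2 arrays per group; limma, adjusted p = 3.70e-06 and 5.67e-06). In V-372 it fell by 0.95 at moderate stress (adjusted p = 0.0221) and rose by 1.06 at severe stress (adjusted p = 0.00826), both lost without 1 of the V-372 arrays, with control levels of 2.42 and 6.95. knox7, of the knotted class, fell by 0.63 in HKI1105 at moderate stress and rose by 0.26 (lost without 1 of the V-372 arrays) and 0.67 in V-372 (SE 0.06). Of 20 MADS-box probe sets, 1 rose and 5 fell at moderate and at severe stress in HKI1105, and 0 rose and 2 fell, and 3 rose and 1 fell (2 and 0 adjusted over the list alone), in V-372. Neither list changed as a set in any comparison (camera), and lists for CCCH zinc finger and WRKY proteins had no probe set with a name. The median level of the MADS-box list lay at or near the floor in every group, where a fall cannot be seen.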

Several transcription factors such as the zinc-finger protein, CCCH-type family protein, auxin-responsive *AUX IAA* family member protein, homeobox, HSP, and MADS-BOX were upregulated in HKI 1105 (tolerant) as well as in *Arabidopsis* [50], whereas homeobox genes were down-regulated in V 372 (susceptible). 

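A pair of LOB domain genes rose in HKI1105. LOB21 rose by 4.94 ± 0.24 at moderate stress (30.6-fold; n = 2 arrays per group; limma, adjusted p = 2.05e-07) and 2.99 at severe stress from 3.24 ± 0.61 (SD) in the control. Its level was 7.54 in the control of V-372, where it changed by -0.16 (adjusted p = 0.835) and -0.98 (adjusted p = 0.0079). The responses of LOB21 differed by 5.10 ± 0.34 at moderate stress (adjusted p = 2.66e-06). LOB15 rose at moderate stress in both genotypes, by 5.19 ± 0.29 (36.5-fold; adjusted p = 4.98e-07) in HKI1105 and 5.09 (34.0-fold; adjusted p = 1.65e-06) in V-372, a difference of 0.10 (adjusted p = 1). At severe stress it rose by 4.17 in HKI1105 and changed by -0.08 in V-372 (difference 4.25, adjusted p = 2.10e-05).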

The gene coding for LOB-domain proteins, which are plant-specific transcription factors involved in forming lateral roots [51], and responding to auxin [52], was significantly expressed in HKI 1105.

### Detoxification and Genes Involved in Abiotic Stress

GSTs, which play an important role in the plant’s response to various types of biotic and abiotic stresses [53], were activated only in HKI 1105. 

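Glutathione S-transferase genes, whose products detoxify by binding glutathione, rose and fell in both genotypes. Of 35 probe sets, 10 rose and 17 fell at moderate stress (10 and 18 adjusted over the list alone) and 8 rose and 10 fell at severe stress in HKI1105; in V-372, 14 rose and 10 fell (16 and 10) and 6 rose and 19 fell. The largest rises were in HKI1105: gst12 rose by 6.92 ± 0.21 at moderate stress (121-fold; n = 2 arrays per group; limma, adjusted p = 1.08e-08) and 5.67 at severe stress, and gst41 by 5.31 ± 0.15 (adjusted p = 6.59e-09) and 4.64. In V-372 gst12 fell by 1.06 at moderate stress and changed by -0.47 at severe stress (adjusted p = 0.104), and gst41 changed by 0.35 at moderate stress (adjusted p = 0.12); both stood high in its control, at 9.01 and 7.53 against 2.61 and 2.57 in HKI1105. GST25 fell by 5.38 in HKI1105 and by 0.72 on the log2 scale in V-372 at moderate stress (SE 0.09), and gst23 fell by 4.44 in HKI1105 and changed by 0.67 in V-372 (adjusted p = 0.0745). As a set, the list changed past the test in neither genotype; its difference at severe stress (1.15, camera, adjusted p = 0.0459; adjusted p = 0.106 with an estimated correlation) is lost without dim probe sets and in most fits that leave out 1 array.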

In V 372, peroxidase 1 precursor and peroxidase 72-like were downregulated, whereas in HKI 1105, peroxidase 72-like and peroxidase 2 genes were upregulated under moderate stress. 

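Peroxidase 1 precursor, a class III peroxidase, fell in V-372 by 1.89 and 4.61 on the log2 scale at moderate and severe stress (SE 0.10, n = 2 arrays per group; limma, adjusted p = 9.93e-07 and 1.03e-09) and rose in HKI1105 by 1.16 (adjusted p = 8.70e-06) and 0.29 (lost with quantile normalization and median centring), differences of 3.05 and 4.91. The gene pox2, matched to peroxidase 2 by name alone, fell in HKI1105 by 2.92 ± 0.11 at moderate stress (adjusted p = 3.87e-08) and 0.63 at severe stress. In V-372 pox2 fell by 2.05 and 3.73. PER66 rose from 2.06 to 10.02 ± 0.42 (SD) at moderate stress in HKI1105 (log2 change 7.97 ± 0.16, adjusted p = 8.79e-10) and lay at the floor in V-372. Of 6 class III peroxidase probe sets, 3 rose and 2 fell at moderate and 3 rose and 1 fell at severe stress in HKI1105, against 3 and 1, and 0 and 2, in V-372. Among 10 probe sets for enzymes that remove reactive oxygen, 1 rose and 4 fell at moderate and 2 rose and 1 fell at severe stress in HKI1105, against 1 and 2, and 1 and 3, in V-372; the catalase gene CAT3 fell by 2.30 and 2.11 at moderate stress (SE 0.11). All these counts were the same adjusted over the list alone, and neither list changed as a set under stress (camera). No probe set could be matched to peroxidase 72-like.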

Under anoxia and heat stress, plants produce H_2_O_2_ [54], which stimulates heat-shock proteins belonging to DNAJ-type HSPs and small HSP family. 

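Most heat shock protein genes, whose products keep other proteins folded, rose at moderate stress and fell at severe stress in both genotypes. Of 7 probe sets, 6 rose and 0 fell at moderate stress in V-372 (7 and 0 adjusted over the list alone; median 3.64) and 5 rose and 0 fell in HKI1105 (median 0.63); at severe stress 1 rose and 5 fell (median -0.88) and 0 rose and 6 fell (median -3.78). The small heat shock protein gene hsp18a rose by 3.97 in V-372 at moderate stress (15.7-fold; n = 2 arrays per group; limma, adjusted p = 2.50e-08) and changed by 0.23 in HKI1105 (adjusted p = 0.132). At severe stress it rose by 0.99 in V-372 and fell by 5.21 in HKI1105 (SE 0.11; adjusted p = 2.38e-09). hsp101, which dissolves protein aggregates, rose by 2.55 (5.85-fold; adjusted p = 1.80e-07) and 3.66 (12.7-fold; adjusted p = 5.90e-08) at moderate stress in HKI1105 and V-372 and fell by 3.78 and 2.72 at severe stress (SE 0.12). The set rose at moderate stress in V-372 (camera, adjusted p = 5.14e-07; adjusted p = 0.0468 with an estimated correlation) and fell at severe stress in HKI1105 (adjusted p = 0.000139; adjusted p = 0.0468 with an estimated correlation). At moderate stress its change in HKI1105 did not pass (adjusted p = 0.0823) but passes without either HKI1105 severe stress array, and the genotypes differed by -2.29 (adjusted p = 0.0053; adjusted p = 0.0717 with an estimated correlation). Between the controls 2 of the 7 were higher and 1 lower in HKI1105.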

An increase in *HSP* transcripts in response to low oxygen has been observed across various kingdoms [55]. Activation of ROP (Rho-related GTPases from plants) through an NADPH oxidase mechanism leads to ROS accumulation in HKI 1105, and acts as a stimulus for *ADH* expression [56].

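Rac/ROP GTPase genes, switches that act on NADPH oxidases, moved in both directions in HKI1105. Of 9 probe sets for ROP GTPases and NADPH oxidases, 4 rose and 3 fell at moderate and 5 rose and 3 fell at severe stress (medians 0.02 and 0.30), and in V-372, 2 rose and 7 fell and 1 rose and 6 fell (medians -0.64 and -1.18; the same numbers adjusted over the list alone). rop3 rose by 5.83 ± 0.22 at moderate stress in HKI1105 (56.9-fold; n = 2 arrays per group; limma, adjusted p = 4.30e-08) and by 0.72 in V-372 (adjusted p = 0.036, lost in most fits that leave out 1 array), a difference of 5.11 (adjusted p = 1.57e-06), with control levels of 3.94 and 7.84. rop6 rose by 4.81 ± 0.21 (adjusted p = 9.65e-08) and fell by 0.96 in V-372 (lost without replicate 2 of moderate stress), and rop4 fell by 1.01 and 2.24 (SE 0.09). The fall of the list in V-372 at moderate stress (camera, adjusted p = 0.0366; adjusted p = 0.166 with an estimated correlation) is lost in separate fits per genotype, after median centring, without dim probe sets, with 1 probe set per gene and without either HKI1105 control array. The difference between the genotypes was 1.23 (adjusted p = 0.0616). Of 5 MAP kinase probe sets, 2 rose and 1 fell at moderate stress in HKI1105 and 1 rose and 1 fell in V-372, and at severe stress 2 and 1 (3 and 1 adjusted over the list alone), and 0 and 4 (0 and 5). The gene mek1, a MAP kinase kinase, rose by 0.64 and 0.92 in HKI1105 (SE 0.06; adjusted p = 1.79e-05 and 2.19e-06). The MAP kinase list did not change as a set (camera).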

### Identification of Functional Clusters of Genes through Co-expression Networks

The gene co-expression networks behaved as biological networks found in nature; they were “small-world” (average path length of 1), scale-free, modular, and hierarchical. A negative linear correlation between the number of edges, log(*k*), and the probability of finding a node with *k* edges, P(*k*), indicated scale-free behavior (Figure S2). The plots showing the dependency of the clustering co-efficient on connectivity (Figure S2) and the module eigenvector clustering dendrogram (Figure S3) indicated hierarchical and modular behavior. The average clustering co-efficients were 0.167 and 0.198 for the tolerant and susceptible genotypes, respectively.

GO enrichment analyses for all modules were performed to identify the modules responsive to waterlogging in HKI 1105 (Table S11 in File S1). In module 2, the largest module, genes with “response to abiotic stimulus,” “cellular macromolecular complex assembly,” “GST activity,” “hydrolase activity,” and “XET activity” were co-expressed. Similarly, in module 6, *ACO1*, fermentation genes *AlaAT* and *PDC*, and photosynthesis genes, were co-expressed. This cofunctional saturation of molecular function terms in a tightly co-expressed gene module suggested an association between functional entities represented by the genes (such as protein domains and GO terms) and the phenotype under stress conditions. Moreover, the phenotypic association may be extended to the neighboring co-expressed genes whose sequence descriptions are yet to be reported. Thus, the selected gene sets become candidates for the underlying expression of the trait and provide hints at molecular pathways associated with the expression of the defined phenotypes. For instance, the first cluster of module 1 of tolerant genotype contained 18 genes, mostly with regulatory functions. The genes included those coding for ERF-like protein 1 and EREBP1 (which respond to ethylene), the transcription factor CCCH, and HMG1/2-like protein (the CoA-bound form of which is a stress-responsive protein). Thus, through “guilt by association,” seven hypothetical proteins are implicated in regulating various pathways under stress.

The “response to stress” gene cluster in HKI 1105 (Figure 9) included genes (*IAA13* and *IAA24*) coding for auxin response, crucial for the formation of adventitious roots. 

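The auxin gene model drawn in Figure 9 that a probe set matches rose in HKI1105 by 3.81 ± 0.17 at moderate stress (14.1-fold; n = 2 arrays per group; limma, adjusted p = 1.04e-07), 1.87 at severe stress and 1.28 at recovery. In V-372 it changed by -0.26 at moderate stress (adjusted p = 0.315) and fell by 1.91 and 2.82 on the log2 scale later, a difference of 4.08 at moderate stress (adjusted p = 1.10e-06). Its control level was 6.84 in HKI1105 and 10.94 in V-372, and it reached 10.65 at moderate stress in HKI1105. IAA24 could not be matched, and membership in the clusters was not analysed here.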

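The pyruvate decarboxylase genes pdc1 and pdc3 rose in HKI1105. pdc1 rose from 3.19 ± 0.77 (SD) by 7.46 ± 0.28 at moderate (176-fold; n = 2 arrays per group; limma, adjusted p = 3.59e-08) and 4.84 at severe stress, and pdc3 by 2.04 ± 0.11 (adjusted p = 3.62e-07) and 2.48 from 10.02. In V-372 pdc1 rose from 8.14 by 4.70 (26.0-fold; adjusted p = 2.02e-06) and 2.64, and pdc3 changed by 0.18 at moderate stress (adjusted p = 0.288) and fell by 1.37 at severe stress. The response of pdc1 differed by 2.76 ± 0.39 at moderate stress (adjusted p = 3.34e-04), and its level at that stage was lower in HKI1105, at 10.65 against 12.84.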

*PDC1,3*, the genes coding for the enzyme involved in converting pyruvate to acetaldehyde, and peroxidases involved in scavenging free radicals were present in the same cluster. Other stress-related genes found in various co-expressed clusters of HKI 1105 included plant proteinase inhibitors implicated in stress-induced PCD in plants [57], abscisic acid stress ripening gene (*ASR*), bundle sheath strand specific gene1 (*BSS1*), and universal stress protein (*USP*). 

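The ASR gene model drawn in Figure 9, of a family induced by abscisic acid, fell in HKI1105 by 2.39 ± 0.05 at moderate stress (n = 2 arrays per group; limma, adjusted p = 9.42e-10) and rose by 0.94 at severe stress. In V-372 the model rose by 1.10 and fell by 3.92 on the log2 scale (adjusted p = 3.94e-11), differences of -3.49 and 4.85. The bundle sheath strand gene bss1 fell by 5.58 ± 0.07 (adjusted p = 7.01e-11) and 5.49 in HKI1105, and in V-372 it fell by 1.88 at moderate stress and rose by 1.07 at severe stress, differences of -3.70 and -6.56. Of 12 probe sets for abscisic acid response, dehydrins and ASR proteins, 6 rose and 2 fell at moderate and 6 rose and 1 fell at severe stress in HKI1105 (medians 0.70 and 0.98; camera, adjusted p = 0.0791 and 0.0608), and 3 and 1, and 5 and 3, in V-372 (the same adjusted over the list alone). No universal stress protein gene had a probe set with a name.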

Although *ASR* has no specific role in ripening, studies of melon have shown the presence of an ethylene-response element [58]. *BSS1* is highly homologous to the tomato *ASR1* in the C-terminal region and although its exact function is unknown, it may also be involved in stress response. USPs, expressed under hypoxia and anoxia [59], were activated under moderate stress (12-fold). In rice, they were found to be positively regulated under submergence [59]. In the “response to stress or stimuli” functional cluster of V 372, many of the abovementioned genes were absent. ERFs regulating aerenchyma formation were found in another cluster of HKI 1105. Other functional clusters comprised expansins, transport proteins, and EF-HAND proteins. In contrast, in V 372, the GO terms pertaining to aquaporins, expansins, Ca-binding proteins, AP2-domain proteins, and *XET*s were not enriched.

**Figure 9:**
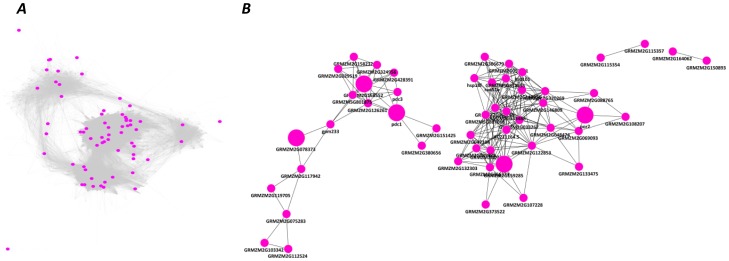
Stress tolerant gene clusters. Genes in the “response to stress” cluster in HKI 1105, shown (*A*) as part of the co-expression network. The nodes representing genes that play a crucial role in tolerance to waterlogging are shown magnified in (*B*). These include GRMZM2G078373: ASR protein, GRMZM2G168552: bundle sheath strand-specific gene 1, *PDC1,* GRMZM2G159285: *IAA13,* and *POR2.*

### Overlaying Transcriptomic Data with Mapped QTLs

Integration of transcriptional profiling with QTL analysis has been used for studying genes related to complex traits [60] in order to elucidate the gene–phenotype relationships. Yet, QTL mapping data have seldom been linked with microarray analysis on a genome-wide scale, particularly in maize exposed to waterlogging. Integrating the transcriptomes significantly expressed in HKI 1105, the tolerant genotype, with the reported QTLs provided clues to possible influences of some of the genes on expression of quantitative traits in response to waterlogging stress. Cytosolic orthophosphate dikinase and beta-tubulin 4 are probably most closely associated with the formation of adventitious roots, and calmodulin-binding protein and expansins colocalized with the QTL of aerenchyma formation. 

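Beta-tubulin tub4, a subunit of microtubules, rose by 1.87 ± 0.08 at moderate stress (n = 2 arrays per group; limma, adjusted p = 7.60e-08) and 1.32 at severe stress in HKI1105, and fell by 0.63 and 2.05 on the log2 scale in V-372 (differences 2.50 and 3.37). Its control level was 11.89 in HKI1105 and 13.88 in V-372. Of 21 housekeeping probe sets, mostly tubulins, 13 rose and 1 fell at moderate and 13 rose and 3 fell at severe stress in HKI1105 (medians 0.80 and 0.58), against 0 and 12, and 1 and 17, in V-372 (medians -0.30 and -1.33; the same adjusted over the list alone). As a set they differed between the genotypes at moderate stress (1.92; camera, adjusted p = 0.000117; adjusted p = 0.0666 with an estimated correlation), and between the controls they were lower in HKI1105 by a median of -1.14 (adjusted p = 0.000924; adjusted p = 0.101 with an estimated correlation). Positions of these genes relative to QTL were not analysed here.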

The same trait at bin 2.06 co-located with mitogen-activated protein kinase and a gene coding for histone protein. Histones of some genes have been found to be targets of reversible modifications under submergence conditions [61].

The orthology of candidate genes was found in other crop species as well, of which the maximum number of genes was co-mapped in sorghum and foxtail millet. The bin location 5.05–5.06 was the most widespread, with seven genes showing orthology with other crops. In contrast, bin 8.03 was highly conserved, with only two genes showing such orthology (Figure 10). These observations suggest that phylogenetically, some genomic regions were favored during evolution, given that they occurred in multiple species, whereas others remained highly specific to maize.

**Figure 10:**
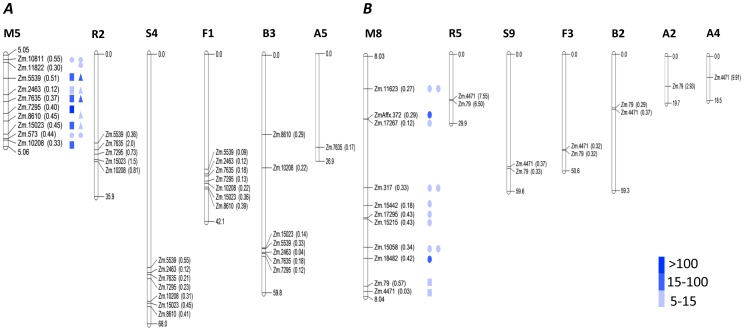
Co-localization of DEGs with known QTLs. Physical location (in parenthesis) of maize DEGs in HKI 1105 mapped on the marker intervals of known QTLs and the extent of synteny for (*A*) aerenchyma between bins 5.05 and 5.06 and for (*B*) adventitious roots between bins 8.03 and 8.04. The letters M, R, S, F, B, and A stand for the crops maize, rice, sorghum, foxtail millet, Brachypodium, and *Arabidopsis*, respectively. The number next to the letter represents the chromosome number. The first column of symbols indicates moderate stress and the second denotes severe stress. The expression levels of genes co-mapped in other crops are denoted by squares and triangles. Circle represents the DEGs not co-localized in any other crop.

### Conclusion

Low oxygen leads to extensive reprogramming of gene expression to help the plant withstand stress as well as to maintain photosynthesis and metabolism at optimum levels. 

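In each stress stage of both genotypes fewer probe sets were down than up: 42.39% and 43.05% of the calls at moderate and severe stress in HKI1105, and 25.4% and 35.6% in V-372. At recovery 41.5% of the calls in HKI1105 and 55.6% in V-372 were down. At a Benjamini-Hochberg adjusted p under 0.05 (limma, n = 2 arrays per group) and no fold threshold, more probe sets fell than rose at moderate stress in HKI1105 (4876 and 4708), and at moderate (3384 and 2475) and severe stress (5628 and 3102) in V-372, and fewer fell than rose at severe stress in HKI1105 (4112 and 4799). Gene groups with more members down than up included nitrate and phosphate transport and assimilation in HKI1105 (7 of 12 probe sets fell and 1 rose at moderate stress, the same adjusted over the list alone). The high-affinity nitrate transporter gene nrt2 fell from 11.27 ± 0.14 (SD) to the floor there.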

The number of genes whose expression was repressed under waterlogging was lower than that of those that were activated, suggesting that under stress, amplifying rather than inhibiting the expression of a majority of genes could be a strategy for survival. The actions of expansins, hydrolases, cellulases, kinases, and the phytohormones ethylene and auxin complemented each other in the establishment of adaptive features. Transcriptional coordination of genes points to functionally significant associations such as the inclusion of stress and fermentation pathway genes in the same module in the tolerant genotype. Given that many of these “unknown” genes had high transcript levels under different levels of stress, their contribution to stress tolerance could be important. Colocalization with QTLs mapped in response to waterlogging opens up the possibility of using the induced genes as candidates for introgression into susceptible lines. The combined approach will also be relevant to future investigations on functional analysis of candidate genes.

## Supporting Information

Figure S1 **The analysis of network topology for various soft-threshold powers for the tolerant genotype.** (*A*) Shows the scale-free fit index (Y-axis) as a function of the soft-threshold power (X-axis) and (*B*) displays the mean connectivity (degree; Y-axis) as a function of the soft-threshold power (X-axis).
(TIF)

Figure S2 (*A*) and (*B*) Clustering of module eigenvectors (ME) (or first principal components) of co-expression networks comprising seven modules each in two genotypes. WGCNA was used for calculation of the eigenvectors and clustering. The closeness of modules implies similarity in expression patterns. The red line indicates a cut-off height of 0.2, corresponding to a correlation of 0.8. (*C*) and (*D*) Scale-free network topology indicated by a negative correlation between the number of edges [log(*k*)] and the probability of a node having *k* edges [P(k)]. (*E*) and (*F*) The graph of connectivity Vs clustering co-efficient, showing cliquishness of genes or modular behavior of the network.
(TIF)

Figure S3 A network heatmap depicting a topological overlap matrix (TOM) among all genes in the analysis in (*A*) tolerant and (*B*) susceptible genotypes. Light color represents low overlap and progressively darker red color represents higher overlaps. Blocks of darker colors along the diagonal are the modules, which are also represented as colored bars on the left vertical and top horizontal axes. Genes integrated into no module are shown in grey. The gene dendrograms are shown on top of the axes.
(TIF)

File S1 Table S1. Microarray samples of Platform: GPL4032 used in co-expression network construction. Table S2. Details of primers designed for qRT-PCR of selected genes. Table S3. The number of genes filtered at different *p* values is shown. *p* ≤ 0.001 was finally chosen as the cutoff for differential gene expression analysis. Table S4. Highly upregulated genes at moderate and severe stress stages in HKI 1105 (tolerant genotype). (*A*) Genes identified by sequence description and GO terms assigned through Blast2GO. (*B*) Genes not having uniquely identifying sequence description. Some of them were assigned GO terms. Table S5. Highly downregulated genes at moderate and severe stress stages in HKI 1105 (tolerant genotype). (*A*) Genes identified by sequence description and GO terms assigned through Blast2GO. (*B*) Genes not having uniquely identifying sequence description. Some of them were assigned GO terms. Table S6. Highly upregulated genes at moderate and severe stress stages in V 372 (susceptible genotype). (*A*) Genes identified by sequence description and GO terms assigned through Blast2GO. (*B*) Genes not having uniquely identifying sequence description. Some of them were assigned GO terms. Table S7. Highly downregulated genes at moderate and severe stress stages in V 372 (susceptible genotype). (*A*) Genes identified by sequence description and GO terms assigned through Blast2GO. (*B*) Genes not having uniquely identifying sequence description. Some of them were assigned GO terms. 

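The folds computed here lay within 1.5 times those of Tables S4 to S7 for 217 of the 262 listed values, and all 262 had the direction of the tables (n = 2 arrays per group). Within 1.5 times were 58 of 79 values in Table S4, 60 of 72 in Table S5, 50 of 58 in Table S6 and 49 of 53 in Table S7, and the median ratio of the fold computed here to that of the table was 0.885, 0.939, 1.04 and 0.975. For 110 of the 262 the lower of both levels lay within 1 log2 unit of the floor. Among the values within 1.5 times, in Table S7, is the fall of bx1 in V-372 (121.3-fold here at severe stress). Among those not within 1.5 times, in Table S5, is that of the phosphate transporter gene pht7. It fell by 8.23 ± 0.15 at moderate stress in HKI1105 (limma, adjusted p = 5.54e-10). The tables were drawn from the same arrays, so that they are not independent evidence of the directions.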

Table S8. Gene models of the (*A*) tolerant genotype and (*B*) susceptible genotype. Table S9. Functional clustering of co-expression network in (*A*) tolerant genotype and (*B*) susceptible genotype. Table S10. List of genes mapped with waterlogging QTLs in maize. The synteny of these genes with rice, sorghum, foxtail millet, Brachypodium, and *Arabidopsis* was also studied. Table S11. Important functional clusters in various co-expression network modules of tolerant genotype.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

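The values analysed are the authors' own processed values as deposited: log2 values made by the authors with GCRMA, which corrects for background, normalises across arrays and summarises the probes of each probe set, from Affymetrix GeneChip Maize Genome Array scans. The version of GCRMA was not stated. Each of the 16 columns carries the accession of its own sample, which matched every column to one sample without guessing; the 2 arrays of each of 8 groups (2 genotypes, 4 stages) were read from the sample labels. The 17734 probe sets were all kept, including 113 Affymetrix controls, and no further scaling was applied.

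Genes were named by the platform annotation given with the series, by Table S8 and by the descriptions of Tables S4 to S7. The annotation lists 1453 probe sets, of which 1377 matched a gene of the RefSeq table, and it named 1268. Table S8 named 232 further probe sets. Tables S4 to S7 describe 89, some of them already named, which gives 1553 named probe sets. Counts of probe sets use all of the array, and gene lists only the named part. Of the 40 lists of gene names fixed in advance, 35 had at least 1 probe set. The lists for plastid-encoded photosynthesis genes, cell wall hydrolases, WRKY factors, CCCH zinc finger proteins and universal stress proteins had 0. The plastid list was emptied once the annotation had been read, because its only matches were nuclear genes of ribosomal proteins; this departs from the plan. In all, 15 names were taken out of lists for such reasons.

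One mean per group was fitted to the 16 arrays with limma (3.58.1, in R 4.3.3) and its empirical Bayes variance (8 residual degrees of freedom, 0.462 prior degrees of freedom, median residual SD 0.101). Every p-value of a single gene comes from this moderated linear model, and every adjusted p from the Benjamini-Hochberg method over all probe sets of a comparison. Stage-by-genotype differences are interactions of the same model. Gene lists with at least 3 probe sets were tested with camera of limma at its preset correlation of 0.01 and again with a correlation estimated per list. Each was adjusted over lists and comparisons. The comparison between the controls was adjusted apart from the others, over its own lists. Errors after ± are standard errors of the log2 change, or standard deviations of the 2 arrays where SD is written. Folds are 2 to the power of the log2 change. The overlap of calls from stages that share a control was also taken from 100 simulations without change, which hold only noise between arrays.

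On simulated data with known changes the same code found 198 of 200 changed probe sets and called 0 unchanged ones, with a median absolute error of 0.0856 log2 units. The co-expression network, the GO and MapMan classes, the QTL positions and the qRT-PCR values were not analysed here.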

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

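The tests on the added RNAs, RNA degradation, growing tissue and leaf tissue, and the separate reading of markers high in V-372, were chosen only after the results had been seen.

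The HKI1105 control arrays stand apart from all other groups, and every change in HKI1105 is measured against them. The 36 probe sets for RNAs added before labelling all read higher there than in the other 7 groups (median deviation 2.645 log2 units), and 26 of 27 for the hybridisation controls did (1.29). Against plants of V-372 in these samples, 75.7% of 37 genotype-specific probe sets (28, exact 95% interval 58.8 to 88.2) lay on the HKI1105 side. This excludes a full exchange but stays under the bound of 80% set beforehand. Of the 9 high in V-372, 7 lay on that side, with a median of 2.64 against 10.38 in the V-372 control, which argues against mixed plants too. As to degraded RNA, 0 of the 5 maize control transcripts measured had a larger 3′ minus 5′ difference than in every other group. For cyclophilin, GAPDH and ubiquitin the difference was 3.91, 7.64 and 4.69, within the range of the other groups. These values argue against RNA more degraded than in those groups. For actin and elongation factor 1 alpha the 5′ probe sets lay at or near the floor (differences up to 10.47 and 10.81), so that they cannot tell. Little maize RNA in these samples and less growing root tissue cannot be told apart and may act together. For little maize RNA, the added RNAs read 2.645 higher. A lower share of probe sets over the floor was also needed and not found (68.35% against 67.09% to 68.39% in the other groups). Normalisation across arrays can even out this share, so that it cannot decide. For growing tissue, probe sets up at all 3 stages of HKI1105 were compared with the cell cycle list over the other 7 groups. Pearson r was 0.901 (exact permutation p = 0.0143), but 0.087 without the farthest 2 groups (exact p = 0.9). The Spearman correlation over the 7 groups was 0.607 (exact p = 0.167). A true difference between the genotypes before waterlogging, or the younger age of the control plants, also stays open and was not tested.

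Leaf genes read high in roots of V-372 at severe stress. The C4 cycle list rose there by a median of 5.39 with pep1 at 11.16, a value that green leaf tissue in the sample may account for. In the other waterlogged and recovered groups with raised light harvesting genes, leaf tissue stays open. Scaled from V-372 at severe stress, a profile that is only assumed to be that of leaf, pep1, me3 and mdh6 fell short of the light harvesting list by 2.45 to 5.84 log2 units (smallest shortfall -2.45), with pep1 at the floor in 3 of the 4 groups, but the whole C4 cycle list, with pdk1, did so only at recovery of V-372 (-2.93, against 0.19 to 1.19 in the others). The HKI1105 control was not part of this check, and leaf tissue in it was not tested. The gene pep1 lay well above the floor there. The light harvesting list stood 1.89 above the V-372 control (12 probe sets higher, 0 lower, camera, adjusted p = 0.000119, and 0.101 with an estimated correlation). The C4 cycle list differed by 0.36 (5 higher, 1 lower, camera, adjusted p = 0.204). No biological explanation was tested, and a response of the root itself stays open in every group.

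Differences of 5 times or more between the responses of the genotypes numbered 1010 probe sets higher and 848 lower in HKI1105 at moderate stress, 1247 and 1317 at severe stress, and 982 and 699 at recovery.

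The lists below passed camera at its preset correlation (adjusted p under 0.05), and most lose that call with an estimated correlation, whose adjusted p stands in brackets. At moderate stress, the lists that differed between the genotypes (median of HKI1105 minus V-372) were expansins 2.77 (0.0919), cellulose and callose synthesis 1.93 (0.0468), housekeeping genes 1.92 (0.0666), histones and cell cycle 1.24 (0.0687), aquaporins 0.55 (0.101), ribosomal proteins 0.28 (0.204), nitrate and phosphate transport -1.64 (0.0687) and heat shock proteins -2.29 (0.0717). At severe stress they were cellulose and callose synthesis 2.61 (0.0468), expansins 2.32 (0.219), housekeeping genes 2.02 (0.0687), glutathione S-transferases 1.15 (0.106), histones and cell cycle 0.99 (0.0786), C4 cycle -2.44 (0.0717) and light harvesting -5.24 (0.0709). At recovery they were expansins 3.08 (0.0839), histones and cell cycle 1.43 (0.0468), housekeeping genes 1.30 (0.101), cellulose and callose synthesis 1.16 (0.0666), aquaporins 0.24 (0.204), nitrate and phosphate transport -1.52 (0.0687), heat shock proteins -3.95 (0.11) and light harvesting -5.33 (0.0468).

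Lists that the paper does not discuss changed against the control as follows, with the adjusted p at an estimated correlation in brackets. The C4 cycle list changed by 1.63 (0.144) at moderate stress in HKI1105, and by 1.96 (0.0625) and 5.39 (0.0468) at moderate and severe stress in V-372. Nitrate and phosphate transport changed by -1.38 (0.0984), -1.75 (0.11) and -1.04 (0.0918) at moderate stress, severe stress and recovery in HKI1105. Housekeeping genes changed by 0.80 (0.0864) and 0.58 (0.137) under stress in HKI1105 and by -0.30 (0.11), -1.33 (0.0709) and -1.01 (0.0687) at the 3 stages in V-372. Ribosomal proteins changed by 0.26 (0.18), 0.36 (0.101) and 0.36 (0.221) in HKI1105, and jasmonate genes by -0.97 (0.0765) at severe stress in V-372. Between the controls (HKI1105 minus V-372) the differences were light harvesting 1.89 (0.101), nitrate and phosphate transport 1.56 (0.101), ribosomal proteins -0.21 (0.192), histones and cell cycle -1.01 (0.101), housekeeping genes -1.14 (0.101), expansins -1.61 (0.121) and cellulose and callose synthesis -1.70 (0.101). Of all these calls, only that of the C4 cycle list at severe stress in V-372 is kept with an estimated correlation.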

How the results depend on the processing

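The settings tried for recovery arrays as reference, the control arrays of the other genotype, values under 5 raised to 5 and probe sets up at all 3 stages were chosen after seeing the data. A count is called moved when it is more than 1.5 times the main count or the reverse, and a test weaker when it no longer passes.

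Each group has 2 arrays, and the control plants were younger than the stressed ones. Over all settings, 809 counts of comparisons stayed within that range and 105 moved; of the other counts 1106 stayed and 38 moved, and of the list tallies 15654 and 1146. Gene list tests stayed in 6498 cases, became weaker in 125 and stronger in 76; single probe sets stayed in 33340, became weaker in 512 and stronger in 189. Only CaM1 reversed its sign, from 0.13 at moderate stress in HKI1105 to -0.13 with quantile normalization and -0.01 with median centring, and in the difference at moderate stress from 0.07 to -0.19 with quantile normalization; the cause was not tested. Every count of comparisons stayed within that range under other p thresholds, array scaling, a separate fit per genotype and each array left out. The same held with dim probe sets left out. Among the other counts, 2 moved without dim probe sets, 2 with 1 array left out and 1 with quantile normalization. List tallies moved in 64 cases without dim probe sets, 319 with 1 array left out and 43 with quantile normalization. Median centring moved 134 of them and separate fits per genotype moved 28. Some counts were not made under each setting: a separate fit gives no differences between genotypes or controls. Replicate numbers do not mark paired arrays: over 28 pairs of groups the deviations correlated at -0.184 to 0.233, 3 of them over 0.1, and with a replicate block the counts stayed within that range.

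With a threshold of 2 times, which keeps smaller changes by construction, the probe sets that rose and fell in HKI1105 numbered 2363 and 2065 at moderate stress; 2125 and 1575 at severe stress; 1833 and 1293 at recovery, and in V-372 984 and 846 at moderate stress; 1769 and 2206 at severe stress; 1580 and 1743 at recovery; the response of HKI1105 was higher and lower for 2344 and 2023 at moderate stress; 3198 and 2324 at severe stress; 2252 and 1826 at recovery; 1910 and 2510 stood higher and lower in the HKI1105 control, and at any stage 3169 and 2473 were called in HKI1105 and 2839 and 3123 in V-372. With no fold threshold, which keeps all of them by construction, those that rose and fell in HKI1105 numbered 3586 and 3584 at moderate stress; 3539 and 2865 at severe stress; 3424 and 2548 at recovery, and in V-372 1649 and 2053 at moderate stress; 2378 and 4082 at severe stress; 2944 and 3025 at recovery; the response of HKI1105 was higher and lower for 3131 and 2867 at moderate stress; 4248 and 2929 at severe stress; 3065 and 2692 at recovery; 3177 and 4099 stood higher and lower in the HKI1105 control, and at any stage 5116 and 4351 were called in HKI1105 and 4457 and 5533 in V-372. With 1 probe set per named gene, which leaves out unnamed probe sets by construction, those that rose and fell in HKI1105 numbered 169 and 126 at moderate stress; 137 and 84 at severe stress; 98 and 60 at recovery, and in V-372 77 and 32 at moderate stress; 174 and 102 at severe stress; 101 and 69 at recovery; the response of HKI1105 was higher and lower for 138 and 136 at moderate stress; 188 and 198 at severe stress; 120 and 116 at recovery; 87 and 105 stood higher and lower in the HKI1105 control, and at any stage 211 and 151 were called in HKI1105 and 232 and 157 in V-372.

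With a fit of only the groups compared, which has fewer arrays for the error, the counts that moved were 589 (HKI1105 moderate stress, up), 415 (HKI1105 moderate stress, down), 416 (HKI1105 severe stress, up), 320 (HKI1105 severe stress, down), 313 (HKI1105 recovery, up), 207 (HKI1105 recovery, down), 90 (V-372 moderate stress, down), 410 (V-372 recovery, down), 397 (controls, higher in HKI1105), 534 (controls, lower in HKI1105), 772 (HKI1105, called at any stage, up), 539 (HKI1105, called at any stage, down), 710 (V-372, called at any stage, down), 1007 (HKI1105, probe sets of Table S8 called in stress), 245 (HKI1105, stress fold more than double the recovery fold at both stages), 57 (HKI1105, fold higher at recovery than at both stress stages). With the recovery arrays as reference, they were 516 (HKI1105 moderate stress, up), 422 (HKI1105 moderate stress, down), 187 (HKI1105 severe stress, up), 188 (HKI1105 severe stress, down), 341 (V-372 moderate stress, down). With the control arrays of the other genotype as reference, they were 641 (HKI1105 moderate stress, up), 412 (HKI1105 moderate stress, down), 1030 (V-372 moderate stress, up), 796 (V-372 moderate stress, down), 1000 (V-372 severe stress, down). With values under 5 raised to 5, they were 342 (HKI1105 severe stress, down), 217 (HKI1105 recovery, down), 89 (V-372 moderate stress, down), 415 (genotype difference at recovery, lower in HKI1105), 450 (controls, higher in HKI1105). With only probe sets up at all 3 stages, they were 68 (HKI1105, stress fold more than double the recovery fold at both stages), 48 (HKI1105, fold higher at recovery than at both stress stages). The cause of these shifts was not tested.

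Among the lists, the fall of nitrate and phosphate transport at severe stress in HKI1105 is lost after median centring and without either HKI1105 control array, and its fall at recovery after median centring. The heat shock differences at recovery are lost after median centring, and the rise of ribosomal proteins at moderate stress in HKI1105 with quantile normalization.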

Differences from the paper's values

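The alternatives were set before the data were examined, apart from those named as chosen after seeing the values. A value differs where one is more than 1.5 times the other beyond the spread of the arrays; 'within' names the alternatives under which the values came within that range, and where no alternative is named, the values came within that range under none of them.

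Down at moderate stress and recovery alone were about 8 probe sets of HKI1105 in Fig. 2 of the paper, read by eye, and 13 here (within: separate fit per genotype, dim probe sets left out), and about 3 of V-372 in Fig. 2, read by eye, and 7 here (within: fit of only the groups compared, dim probe sets left out). The paper gives 1150 genes of V-372 as the basis of its pathway mapping, without saying how they were counted. Read as probe sets called at moderate or severe stress, 1836 were found here (within: fit of only the groups compared, dim probe sets left out). Its Table S8 lists 1591 probe sets of this genotype, of which 1532 were called here, so that the 1150 may be another kind of count. It states 72 probe sets of HKI1105 with a stress fold more than double the recovery fold, and 381 were found here; counting only probe sets up at all 3 stages, chosen after seeing the values, gives 68 and drops 640 of the 924 probe sets up under stress in HKI1105 that the paper's Table S8 lists. It states 45 with a higher fold at recovery, and 96 were found here (within: fit of only the groups compared); the same restriction, chosen after seeing the values, gives 48 and drops the same 640. The folds of LCR69 are 265 in the paper and 109.1 here, of lipocalin 52 and 82.71 (within: median centring, leaving out HKI1105 control replicate 1), of CP26 1360 and 58.89 and of CP24 32 and 17.15, where the paper names no stage. For the lipocalin probe set, Table S4 of the paper gives 93.0172 at moderate stress, which lies within that range of the value here.

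Of Table S4, folds of genes up in HKI1105, these differ: at moderate stress piip1 (paper 524.325, here 206.9), another probe set of piip1 (paper 366.36, here 98.49), LCR69 precursor (paper 264.732, here 109), profilin (paper 198.838, here 58.27), ferredoxin precursor (paper 190.465, here 126.3; within: quantile normalization, leaving out HKI1105 control replicate 1, HKI1105 moderate stress replicate 1), a cortical cell delineating protein precursor (paper 109.69, here 42.13), a gene described as protein binding (paper 87.3056, here 179.7; within: leaving out HKI1105 control replicate 2), agp16 precursor (paper 80.8368, here 37.02), a gene described as squalene (paper 59.8557, here 27.01), a gene without a name (paper 116.707, here 75.16; within: quantile normalization, leaving out HKI1105 moderate stress replicate 1), a gene without a name (paper 64.2448, here 36.35; within: leaving out HKI1105 moderate stress replicate 1), a gene without a name (paper 29.8787, here 7.869); at severe stress piip1 (paper 60.7401, here 26.84), another probe set of piip1 (paper 40.6787, here 8.983), ferredoxin precursor (paper 78.4171, here 45.23; within: quantile normalization, leaving out HKI1105 control replicate 1), a cortical cell delineating protein precursor (paper 21.3828, here 9.373), a gene described as squalene (paper 21.976, here 9.073), a gene without a name (paper 43.4792, here 28.49), a gene without a name (paper 13.6718, here 7.188), a gene without a name (paper 6.63479, here 3.622), a gene without a name (paper 16.6164, here 4.116).

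Of Table S5, folds of genes down in HKI1105, these differ: at moderate stress umi11 (paper 531.61, here 959.8), ACC oxidase (paper 522.002, here 106.8), pht7 (paper 463.163, here 299.6; within: quantile normalization, median centring, leaving out HKI1105 control replicate 1, HKI1105 moderate stress replicate 2), acid phosphatase (paper 334.168, here 214; within: quantile normalization, median centring), TIFY4 (paper 182.752, here 111.9; within: median centring, leaving out HKI1105 control replicate 1, HKI1105 moderate stress replicate 2), alpha-galactosidase precursor (paper 161.411, here 101.1; within: median centring, leaving out HKI1105 control replicate 1), Hb2 (paper 146.852, here 264.1), pathogenesis-related protein (paper 133.637, here 79.42; within: quantile normalization), carbonic anhydrase (paper 113.376, here 20.26), a gene without a name (paper 44.5422, here 21.72); at severe stress umi11 (paper 359.094, here 684.4), a gene without a name (paper 35.0016, here 20.91; within: median centring, leaving out HKI1105 control replicate 1).

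Of Table S6, folds of genes up in V-372, these differ: at moderate stress a gene without a name (paper 34.3401, here 60.24); at severe stress LOL3 (paper 384.201, here 145.2), PLTP (paper 408.799, here 1172), bsd2 (paper 466.486, here 882.4), a gene without a name (paper 513.479, here 254.8), a gene without a name (paper 154.041, here 324.3), a gene without a name (paper 143.889, here 86.64), a gene without a name (paper 77.5899, here 38.64).

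Of Table S7, folds of genes down in V-372, these differ: at moderate stress a gene without a name (paper 177.471, here 100.8), a gene without a name (paper 60.9498, here 34.29); at severe stress a gene without a name (paper 177.78, here 100.8), a gene without a name (paper 62.6982, here 36.79).

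Of Table S3, counts of probe sets without a fold threshold, these differ at a threshold of 0.0001: HKI1105 moderate stress up (paper 1805, here 2932; within: separate fit per genotype, leaving out HKI1105 control replicate 1 or 2, HKI1105 moderate stress replicate 1 or 2), HKI1105 moderate stress down (paper 1725, here 2799; within: separate fit per genotype, leaving out HKI1105 moderate stress replicate 1 or 2, HKI1105 severe stress replicate 1 or 2, V-372 control replicate 1 or 2), HKI1105 severe stress up (paper 1457, here 2721; within: separate fit per genotype, leaving out HKI1105 severe stress replicate 1 or 2), HKI1105 severe stress down (paper 1258, here 2089; within: separate fit per genotype, leaving out HKI1105 severe stress replicate 1 or 2), HKI1105 recovery up (paper 1287, here 2550; within: separate fit per genotype, leaving out HKI1105 recovery replicate 1 or 2), HKI1105 recovery down (paper 969, here 1809; within: separate fit per genotype, leaving out HKI1105 recovery replicate 1 or 2), V-372 moderate stress down (paper 694, here 1299; within: separate fit per genotype, leaving out V-372 control replicate 1 or 2, V-372 moderate stress replicate 1 or 2), V-372 severe stress down (paper 1923, here 3101; within: separate fit per genotype, replicate block, leaving out HKI1105 recovery replicate 1 or 2, HKI1105 severe stress replicate 1 or 2, V-372 control replicate 1 or 2, V-372 recovery replicate 1 or 2, V-372 severe stress replicate 1 or 2), V-372 recovery up (paper 1407, here 2194; within: separate fit per genotype, replicate block, leaving out HKI1105 recovery replicate 1 or 2, HKI1105 severe stress replicate 1 or 2, V-372 control replicate 1 or 2, V-372 moderate stress replicate 1 or 2, V-372 recovery replicate 1 or 2, V-372 severe stress replicate 1 or 2), V-372 recovery down (paper 1493, here 2290; within: separate fit per genotype, median centring, dim probe sets left out, replicate block, leaving out HKI1105 moderate stress replicate 1 or 2, HKI1105 recovery replicate 1 or 2, HKI1105 severe stress replicate 1 or 2, V-372 control replicate 1 or 2, V-372 moderate stress replicate 1 or 2, V-372 recovery replicate 1 or 2, V-372 severe stress replicate 1 or 2). At 0.001 they are V-372 recovery up (paper 1686, here 2944; within: separate fit per genotype, fit of only the groups compared, leaving out V-372 control replicate 1 or 2, V-372 recovery replicate 1), V-372 recovery down (paper 1774, here 3025; within: separate fit per genotype, fit of only the groups compared, dim probe sets left out, leaving out V-372 control replicate 1 or 2, V-372 recovery replicate 1 or 2).

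In the same table the counts of V-372 at 0.01 and 0.02 are smaller than those at 0.0001, which nested thresholds cannot give. They are, at 0.01, V-372 moderate stress up (paper 410, here 2294), V-372 moderate stress down (paper 129, here 3091), V-372 severe stress up (paper 1000, here 2891), V-372 severe stress down (paper 535, here 5167), V-372 recovery up (paper 507, here 3753), V-372 recovery down (paper 620, here 3829), and at 0.02, V-372 moderate stress up (paper 411, here 2552), V-372 moderate stress down (paper 130, here 3488), V-372 severe stress up (paper 1001, here 3052), V-372 severe stress down (paper 535, here 5525), V-372 recovery up (paper 508, here 4049), V-372 recovery down (paper 621, here 4087). With a fold threshold of 5, which the table does not state, at p up to 0.01, the counts here are 419 up and 143 down at moderate stress and 1030 up and 567 down at severe stress, each within the range of the paper's values at 0.01.

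The paper also gives directions that the values here do not show. Its abstract has genes of ethylene synthesis raised in the tolerant genotype. The ACC oxidase and ACC synthase genes described above fell in HKI1105 at moderate stress, while a member of the list fixed in advance rose. The text gives peroxidase 2 as raised in HKI1105 at moderate stress. The gene pox2 fell there by 2.92 on the log2 scale, but it was matched by name alone and may not be the gene meant. Peroxidase 1 precursor fell in V-372 by 1.89, the direction the paper gives.

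The paper has glutathione S-transferases activated in HKI1105 only; at its thresholds, 4 of 35 probe sets rose and 8 fell at moderate stress and 3 rose and 1 fell at severe stress in HKI1105, and 3 rose and 0 fell, and 2 rose and 9 fell, in V-372. It has homeobox genes raised in HKI1105 and lowered in V-372; at its thresholds, 1 of 16 rose and 0 fell at each stage in HKI1105, the direction it gives, and in V-372 0 rose and 0 fell at moderate stress, 2 rose and 1 fell at severe stress and 0 rose and 1 fell at recovery. It has lipid genes unchanged in V-372; the lipid transfer-like protein VAS gene fell there by 3.54 on the log2 scale at severe stress.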

Other observations

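Transcripts for nitrate and phosphate uptake fell in HKI1105, measured against control arrays that stand apart from all other groups. Of 12 probe sets, those that rose and fell, counted over the whole array with counts adjusted over the list alone in brackets where they differ, were 1 and 7, 3 and 7, then 2 and 7 in HKI1105, and 4 and 3, 3 and 2, then 6 and 1 in V-372 at moderate stress, severe stress and recovery. The fall as a set was passed in HKI1105 at moderate stress (median -1.38; camera, adjusted p = 0.0188; adjusted p = 0.0984 with an estimated correlation), severe stress (-1.75; adjusted p = 0.029; adjusted p = 0.11 with an estimated correlation; lost after median centring and without either HKI1105 control array) and recovery (-1.04; adjusted p = 0.0151; adjusted p = 0.0918 with an estimated correlation; lost after median centring), and was larger than in V-372 at moderate stress (-1.64; adjusted p = 0.00442; adjusted p = 0.0687 with an estimated correlation). Between the controls the list stood higher in HKI1105 (1.56; adjusted p = 0.00185; adjusted p = 0.101 with an estimated correlation). Nitrate reductase (nar) fell by 5.36 ± 0.15 and 6.78 on the log2 scale in HKI1105 (n = 2 arrays per group; limma, adjusted p = 5.10e-09 at moderate stress) and by 1.98 and 6.09 in V-372. The nitrate transporter gene nrt2 fell by 9.27 ± 0.07 (adjusted p = 3.12e-12) to the floor in HKI1105 and lay near the floor in every group of V-372.

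Jasmonate genes fell at severe stress in V-372. Of 13, those that rose and fell were 3 and 7 (3 and 8), 3 and 5 (3 and 6), then 5 and 3 in HKI1105, and 2 and 7, 0 and 8 (0 and 9), then 3 and 4 in V-372, and the list fell as a set at severe stress in V-372 (median -0.97; camera, adjusted p = 0.00501; adjusted p = 0.0765 with an estimated correlation), without a difference between the genotypes past the test at moderate stress, severe stress or recovery (adjusted p = 0.515, 0.182 and 0.95). The lipoxygenase gene lox3 fell by 2.74 ± 0.05 on the log2 scale at moderate stress in HKI1105 (limma, adjusted p = 7.35e-10) and by 3.46 at severe stress in V-372 (adjusted p = 1.31e-10), while lox1 rose by 1.89, 3.45 and 5.20 in HKI1105 and fell by 1.08, 3.73 and 1.52 in V-372 (SE 0.09). The pathogenesis-related gene pr5 rose by 5.52 ± 0.29 at severe stress in HKI1105 (adjusted p = 4.54e-07) and by 3.41 at moderate stress in V-372 (adjusted p = 2.05e-05), with changes of 0.66 (adjusted p = 0.0845) and 0.08 (adjusted p = 1) at the other stress stage.

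Ribosomal protein genes moved little. Of 22, those that rose and fell were 13 and 1, 16 and 1 (17 and 1), then 13 and 2 in HKI1105, and 3 and 2, 3 and 6, then 3 and 6 in V-372, with medians of 0.26, 0.36 and 0.36 in HKI1105 (camera, adjusted p = 0.0107; adjusted p = 0.18 with an estimated correlation at moderate stress, lost with quantile normalization and without dim probe sets; adjusted p = 0.00087; adjusted p = 0.101 with an estimated correlation at severe stress; adjusted p = 0.0313; adjusted p = 0.221 with an estimated correlation at recovery, lost with quantile normalization and without dim probe sets).

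For further lists, in the same order of stages, those that rose and fell were: defence and benzoxazinoid genes 2 and 6, 6 and 3, then 6 and 3 (7 and 3) in HKI1105, and 4 and 4, 2 and 5, then 5 and 2 (6 and 2) in V-372 (of 13); phenylpropanoid and lignin genes 0 and 4 (0 and 5), 1 and 2, then 2 and 0 in HKI1105, and 1 and 3, 1 and 5, then 2 and 2 (3 and 3) in V-372 (of 6); iron and metal genes 2 and 2, 2 and 2, then 3 and 1 in HKI1105, and 1 and 2, 3 and 2, then 4 and 2 in V-372 (of 12); root cell type markers 3 and 3, 2 and 3, then 3 and 1 in HKI1105, and 2 and 3 (2 and 4), 1 and 3 (1 and 4), then 1 and 4 in V-372 (of 8); gibberellin genes 1 and 1, 1 and 1, then 1 and 1 in HKI1105, and 0 and 0, 0 and 1, then 0 and 1 in V-372 (of 2); auxin genes 1 and 1, 1 and 1, then 1 and 1 in HKI1105, and 0 and 0, 1 and 0, then 1 and 1 in V-372 (of 2).

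At recovery, lists whose stress stages are described above had the following numbers that rose and fell: housekeeping genes 10 and 3 in HKI1105 and 1 and 15 (2 and 16) in V-372; cellulose and callose synthesis 3 and 6 (4 and 6) in HKI1105 and 0 and 13 in V-372; histones and cell cycle 14 and 2 in HKI1105 and 1 and 10 in V-372; ROP GTPases 3 and 4 (4 and 4) in HKI1105 and 0 and 7 in V-372; ABA genes 6 and 1 in HKI1105 and 8 and 0 in V-372; ROS scavenging 4 and 0 in HKI1105 and 6 and 0 in V-372; heat shock proteins 0 and 4 in HKI1105 and 5 and 1 in V-372; glutathione S-transferases 18 and 5 in HKI1105 and 12 and 12 (14 and 13) in V-372. As sets, housekeeping genes fell in V-372 (median -1.01; camera, adjusted p = 0.000234; adjusted p = 0.0687 with an estimated correlation), ABA genes rose in HKI1105 (1.27; adjusted p = 0.0197; adjusted p = 0.136 with an estimated correlation; lost with 1 probe set per gene) and V-372 (1.14; adjusted p = 0.0011; adjusted p = 0.0709 with an estimated correlation), and heat shock proteins fell in HKI1105 (-1.17; adjusted p = 0.0179; adjusted p = 0.101 with an estimated correlation; lost after median centring and without replicate 2 of the HKI1105 control). In V-372, ROP GTPases fell (median -1.23; camera, adjusted p = 0.0053; adjusted p = 0.0925 with an estimated correlation), ROS scavenging rose (0.41; adjusted p = 0.0325; adjusted p = 0.222 with an estimated correlation), cellulose and callose synthesis fell (-1.45; adjusted p = 1.67e-06; adjusted p = 0.0468 with an estimated correlation) and histones and cell cycle fell (-0.46; adjusted p = 0.0231; adjusted p = 0.122 with an estimated correlation; lost without dim probe sets), and in HKI1105 histones and cell cycle rose (0.91; adjusted p = 0.00592; adjusted p = 0.0864 with an estimated correlation).

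The remaining lists at recovery were: fermentation 14 and 5 in HKI1105 and 9 and 8 in V-372; C4 cycle 0 and 4 (1 and 4) in HKI1105 and 2 and 3 (2 and 4) in V-372; AP2/ERF 2 and 0 in HKI1105 and 1 and 1 in V-372; MADS-box 3 and 4 (3 and 3) in HKI1105 and 3 and 0 in V-372; MYB 1 and 2 in HKI1105 and 3 and 1 in V-372; homeobox 3 and 2 in HKI1105 and 3 and 2 in V-372; MAP kinases 2 and 1 in HKI1105 and 1 and 1 in V-372; peroxidases 3 and 1 in HKI1105 and 1 and 2 in V-372; invertases and starch 3 and 1 in HKI1105 and 5 and 1 in V-372; calcium sensors 2 and 5 (3 and 5) in HKI1105 and 2 and 4 in V-372; ethylene synthesis 0 and 2 in HKI1105 and 1 and 1 in V-372; and aquaporins 17 and 7 (18 and 7) in V-372 (median 0.28; camera, adjusted p = 0.0466; adjusted p = 0.212 with an estimated correlation; lost with quantile normalization and median centring).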
